# Transcriptomic profiles of the ruminal wall in Italian Mediterranean dairy buffaloes fed green forage

**DOI:** 10.1186/s12864-023-09215-6

**Published:** 2023-03-20

**Authors:** Angela Salzano, Salvatore Fioriniello, Nunzia D’Onofrio, Maria Luisa Balestrieri, Riccardo Aiese Cigliano, Gianluca Neglia, Floriana Della Ragione, Giuseppe Campanile

**Keywords:** Transcriptome, Green feed, Rumen, Buffalo, RNA-seq

## Abstract

**Background:**

Green feed diet in ruminants exerts a beneficial effect on rumen metabolism and enhances the content of milk nutraceutical quality. At present, a comprehensive analysis focused on the identification of genes, and therefore, biological processes modulated by the green feed in buffalo rumen has never been reported. We performed RNA-sequencing in the rumen of buffaloes fed a total mixed ration (TMR) + the inclusion of 30% of ryegrass green feed (treated) or TMR (control), and identified differentially expressed genes (DEGs) using EdgeR and NOISeq tools.

**Results:**

We found 155 DEGs using EdgeR (*p*-values < 0.05) and 61 DEGs using NOISeq (prob ≥0.8), 30 of which are shared. The rt-qPCR validation suggested a higher reliability of EdgeR results as compared with NOISeq data, in our biological context.

Gene Ontology analysis of DEGs identified using EdgeR revealed that green feed modulates biological processes relevant for the rumen physiology and, then, health and well-being of buffaloes, such as lipid metabolism, response to the oxidative stress, immune response, and muscle structure and function. Accordingly, we found: *(i)* up-regulation of *HSD17B13*, *LOC102410803* (or *PSAT1*) and *HYKK*, and down-regulation of *CDO1*, *SELENBP1* and *PEMT*, encoding factors involved in energy, lipid and amino acid metabolism; *(ii)* enhanced expression of *SIM2* and *TRIM14*, whose products are implicated in the immune response and defense against infections, and reduced expression of *LOC112585166* (or *SAAL1*), *ROR2*, *SMOC2,* and *S100A11*, encoding pro-inflammatory factors; *(iii)* up-regulation of *NUDT18*, *DNAJA4* and *HSF4*, whose products counteract stressful conditions, and down-regulation of *LOC102396388* (or *UGT1A9*) and *LOC102413340* (or *MRP4/ABCC4*), encoding detoxifying factors; *(iv)* increased expression of *KCNK10, CACNG4,* and *ATP2B4*, encoding proteins modulating Ca^2+^ homeostasis, and reduced expression of the cytoskeleton*-*related *MYH11* and *DES.*

**Conclusion:**

Although statistically unpowered, this study suggests that green feed modulates the expression of genes involved in biological processes relevant for rumen functionality and physiology, and thus, for welfare and quality production in Italian Mediterranean dairy buffaloes.

These findings, that need to be further confirmed through the validation of additional DEGs, allow to speculate a role of green feed in the production of nutraceutical molecules, whose levels might be enhanced also in milk.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09215-6.

## Introduction

In mammals, a homeostatic orchestration of several metabolic processes in the different tissues is required for the maintenance of lactation. In particular, the gastrointestinal tract is the central site of feed digestion, nutrient uptake, and has a pivotal role in the endocrinal control of ruminant metabolism [1]. Exploring the biology of the different tissues and organs of gastrointestinal system, including their gene expression profiles and metabolic pathways, may significantly increase the knowledge of the ruminant biology and lead to discovering new potential candidate genes for future increases in animal production, in terms of both quantity and quality. Several studies have demonstrated the relevance of RNA sequencing (RNA-seq) and other omics approaches for the identification of metabolic processes potentially involved in lactating dairy cows [2–4]. It has been reported that milk composition could be influenced by many factors such as breed, diseases, environment, parity, days in milk and many others [5]. Among these factors, the diet, whether or not mediated by the rumen metabolism, has a pivotal role since it can deeply modify the organoleptic and nutraceutical quality of both milk and dairy products. Several studies have demonstrated that pasture-based diets can positively influence milk nutrient profile improving the concentration of several beneficial compounds such as Omega-3 polyunsaturated fatty acids, vaccenic and linolenic acid, and conjugated linoleic acid (CLA), as well as reducing the levels of Omega-6 fatty acids and palmitic acid [6–10].

Rumen metabolic processes have a significant impact on the composition of milk nutrients. The products of the rumen fermentation, such as short-chain fatty acids (SCFAs) produced in the forestomaches, indeed, are largely absorbed across the epithelium of the rumen and of the omasum [11] and, together with other nutraceutical molecules, are extracted into the blood, metabolized by the liver and finally transported to the mammary gland [3]. Of note, SCFAs meet approximately 80% of the energy needs for these animals, and therefore, they play important roles in the maintenance of energy homeostasis of ruminants [12].

Improving the nutraceutical properties of milk is an attempt to meet consumers demand of healthy, “natural”, and sustainable dairy products. Consumers have started to ask for “natural” foods, and this could be made possible modifying milk composition directly at the farm stage through dietary intervention, without using mechanical modifications such as processing, fat separation, ultrafiltration, etc. [8, 13, 14]. When it is not possible to use pastures, the utilization of green feed could represent a low-cost opportunity. It has already been seen that the inclusion of green forage in the diet enhances the content of some components with nutraceutical properties [15], such as vaccenic and rumenic acids [16], and betaines and carnitines [17]. In nature, feed regimens have the potential to induce changes in the transcriptional program of the cells, often through the modulation of the epigenome, and this could have a significant impact on many biological processes, such as metabolism, health and development [18]. Angus beef cattle that received a grass-based diet showed changes in the rumen expression of gene networks associated with immune mechanisms, cellular development, and the biosynthesis of key molecules [19]. In buffalo species, few molecular studies have been performed so far, taking advantage of RNA-seq and other omics approaches [20, 21], and no information is available on the impact of different feed regimens on the transcriptomic landscape in these species. In a previous study [17], it has been shown that the administration of green forage in Italian Mediterranean dairy buffaloes enhanced the antioxidant and antineoplastic activity of buffalo milk. Based on this evidence, it is conceivable that the provision of green feed to Italian Mediterranean dairy buffaloes would also induce, in the rumen, changes in the expression of genes whose products participate to networks linked to the metabolism of important biomolecules.

The aim of the present study was to identify in rumen the impact of green feed diet on molecular mechanisms relevant for rumen functionality and physiology, through the analysis of ruminal transcriptomic profiles of buffaloes that received a standard total mixed ration (TMR) or a TMR + ryegrass green feed (30% of diet). The obtained results might highlight the beneficial effect of this diet on welfare-related molecular processes, and contribute to elucidate the role of green feed in the production of nutraceutical molecules, whose levels might be enhanced also in milk.

## Results

### Transcriptomic analysis in the ruminal wall of dairy buffaloes

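Ruminal wall was sampled at slaughter from 12 Italian Mediterranean dairy buffaloes, of which 6 had been fed a total mixed ration (TMR, control group) and 6 a TMR in which ryegrass made up about 30% of the diet (treated group). The feeding trial lasted 60 days and followed 14 days of adaptation. Stranded total RNA libraries, 1 per animal, were sequenced as paired ends of 150 bp. The authors aligned the trimmed reads to the UOA_WB_1 genome with STAR and counted them per gene and strand with featureCounts at a mapping quality of at least 30. The deposited values are FPKM, fragments scaled by the length of the gene and by all counted fragments of that animal, for 34037 genes, of which 22972 were above 0 in at least 1 animal. The table lists each gene by its NCBI gene identifier, which is given here beside the symbol and which for a LOC name is the number in that name. Within a gene, the FPKM are whole multiples of what 1 read is worth in each animal, and Table S2 lists the same animals on the TMM scale. From both, the number of reads behind each value was worked out for all 22972 genes. For 1916 of the 1919 genes of Table S2 with which this was compared, the read numbers were equal in all 12 animals. Between 10531541 and 12948372 fragments per animal were counted on genes, with a median of 12414349 in the control group and of 12031597.5 in the treated group. These totals, not the number of sequenced pairs, are the depth behind the values. For a gene of median length in the median animal, 1 read is worth 0.0257 FPKM. Each of the 66 pairs of animals differed by more than sampling noise, with a chi-square per gene between 18.4 and 134, so that no library was counted as a repeat of another. Differential expression was tested with limma on log2(FPKM + 0.01) for the 12642 genes that reached the paper's HTSFilter threshold of 41.64 TMM in at least 1 animal. A log2 fold change is the difference of the group means on that scale, which depends on the added 0.01 for genes with few reads. For single genes, p-values are from a two-sided exact permutation test of the mean log2 value over the 924 ways to assign the 12 animals to both groups, of which the smallest possible is 0.00216.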

RNA-seq yielded an average of 47,967,818 high-quality 150 bp reads (23,983,909 paired reads) per sample. Approximately 93% of the reads were mapped to the *Bubalus bubalis* reference genome sequence (version UOA_WB_1 from NCBI) and almost 84% of the reads were uniquely mapped (Additional file 1: Table S1). 

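Table S1 gives the reads of each library. Uniquely mapped pairs ranged from 81.3% to 86.4% of the input in the control group and from 81.8% to 88.6% in the treated group. Of the uniquely mapped pairs, 60.47% ± 4.67 (SD, n = 6) were counted on genes in the control group and 59.7% ± 2.42 (SD, n = 6) in the treated group. The lowest share, 52.8%, was that of control replicate 6, which also had the fewest counted fragments. The mitochondrial gene COX1 took the most fragments in every animal. The 10 genes with the most fragments held from 11.7% to 15.0% of the total in the control group and from 12.2% to 15.4% in the treated group.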

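A gene was taken as expressed in a group when its mean over the 6 animals was above 1 TMM-scaled read, since the paper's text does not say in how many animals the limit must be reached. By this rule, 18368 genes were expressed in the control group and 18368 in the treated group. Of these, 17708 were expressed in both groups and 660 only in each of them. When more than 1 TMM-scaled read was asked for in every animal of the group, the numbers were 15234 in the control group and 14909 in the treated group. With any read in at least 1 animal they were 21806 and 21736, respectively. The number of genes above 0 in a single animal was 18412 ± 165 (SD, n = 6) in the control group and 18204 ± 359.7 (SD, n = 6) in the treated group.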

A total of 18,386 and 18,380 genes were expressed (Trimmed Mean of M values, TMM > 1) in ruminal wall of buffaloes that received TMR + green feed (treated group) and TMR (control group), respectively (Additional file 2: Table S2).

### Green feed re-modulates the expression of several genes in rumen of dairy buffaloes

The identification of differentially expressed genes (DEGs) between treated and control groups (six animals for each condition) has been carried out using two different approaches: EdgeR and NOISeq software packages.

Initial analysis of DEGs performed using EdgeR with FDR-adjusted *p*-values < 0.05 as significance threshold failed to yield significant DEGs. 

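With limma on the FPKM of the 12642 genes tested, 0 genes had a Benjamini-Hochberg adjusted p-value below 0.05, and the smallest adjusted p-value was 0.9997. A nominal p-value below 0.05 was reached by 157 genes, 1.24% of the genes tested, where chance alone would give 632.1 genes. With all 22972 genes above 0 in the test, 562 genes had a nominal p-value below 0.05, where chance would give 1148.6, and the smallest adjusted p-value was 0.156. With a score of smooth muscle and fibroblast genes as a covariate, 349 of the 12642 genes did, 2.76%, the largest share of the genes tested among the settings. The labels number the animals of each group from 1 to 6. The columns of the deposited table number control replicate 6 and the treated animals differently. Across genes, the deviations of same-numbered control and treated animals from their group means had a mean correlation of 0.213 over 6 pairs, with values from -0.0134 to 0.416, against -0.0394 for the 30 pairs with other numbers. With the replicate number as a block in limma, 322 genes had a nominal p-value below 0.05, the smallest adjusted p-value was 0.9993 and 0 genes had an adjusted p-value below 0.05. The paper describes no pairs of animals, so that this block is an alternative and not part of the design. The within-group standard deviation of log2 FPKM had a median of 0.36 over the genes tested. The median standard error of a log2 fold change was 0.20, and the median absolute log2 fold change was 0.09.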

Considering that the two diets were isonitrogenous and isoenergetic, and varied only for the inclusion of green forage, we expect small variations of gene expression following the change of feed regimen, that could be masked by the inter-individual variability of the animals belonging to the same group. In the light of this hypothesis, we decided to identify DEGs using nominal *p*-values < 0.05 as significance threshold. This analysis identified 155 DEGs (Fig. 1; Additional file 3: Table S3). 

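All 155 DEGs of Table S3 were among the genes tested with limma, and all 155 changed in the direction that Table S3 gives. Of these, 100 had a nominal p-value below 0.05, 61 of them higher and 39 lower in the treated group. With the replicate number as a block, 106 did, and with a score of smooth muscle and fibroblast genes as a covariate, 79 did. By the exact permutation test, 92 of the 155 genes had a p-value below 0.05. When the limma p-values were adjusted over the 155 genes alone, 10 were below 0.05 without the block and 78 with it. Since the list was called on the same animals, these numbers compare methods and do not measure how stable the list is. The other 57 genes with a nominal limma p-value below 0.05 are not among the 155 DEGs. Of these 57 genes, 1 is a DEG that the paper found only with NOISeq. Log2 fold changes from FPKM differed from those of Table S3 by a median of 0.05 in absolute value, with a Pearson r of 0.862 across the 155 genes, which are not independent replicates. The difference was largest for genes in which 1 animal held most of the reads, such as LOC102399222, for which Table S3 gives -6.95 and the FPKM gave -1.63. Of the 155 genes, 8 had over 50% of their reads in 1 animal, and 11 had 3 reads or fewer in at least 3 animals. The paper reasons that both diets had the same nitrogen and energy content, so that small changes of expression could be masked by the variability among animals of a group, and on this ground takes nominal p-values as the threshold.

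**Figure D1:**
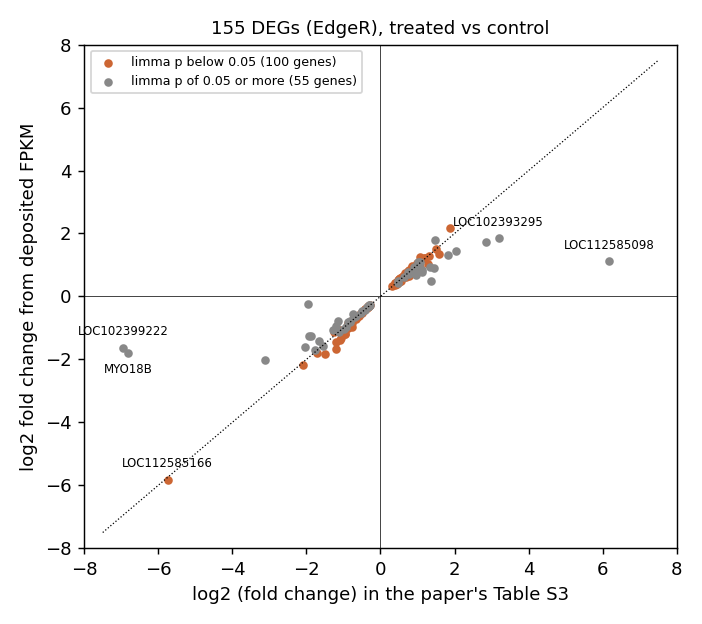
Log2 fold change between treated and control animals of the 155 DEGs, from the deposited FPKM (y axis) against the value in Table S3 (x axis), 1 point per gene, with the dotted line where both are equal. Most genes lie on the line, and LOC112585098, MYO18B and LOC102399222 lie far from it.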

The volcano plot depicts the statistical significance of the differential expression between the two groups and the difference in gene expression levels (Fig. 1a, top). 

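Of the 157 genes with a nominal limma p-value below 0.05, 100 were higher and 57 were lower in the treated group. With the replicate number as a block, 198 were higher and 124 were lower. On the TMM scale of Table S2 the numbers were 95 and 61, and after scaling each animal by the median ratio to the geometric mean they were 92 and 63. The median log2 fold change over all genes tested was 0.0053 before any rescaling. In 7 of the 12642 genes, every treated animal lay on one side of every control animal, where chance gives 27.4 genes. Of these 7, 4 are in Table S3, among them LOC102395439, higher in the treated group, and STK3, for which FPKM were 7.29 ± 0.261 (SD, n = 6) in the control group and 6.03 ± 0.546 (SD, n = 6) in the treated group. Of the 10 genes with the smallest limma p-values, 9 were higher in the treated group, and all 10 are in Table S3. Among them, LOC112587105 had FPKM of 268 ± 58.2 (SD, n = 6) in the control group and 424 ± 91.6 (SD, n = 6) in the treated group, with a log2 fold change of 0.66 (standard error 0.16, and 0.10 with the block). TMEM206 went from 2.26 ± 0.367 to 3.52 ± 0.669 FPKM (SD, n = 6 each; exact permutation p = 0.00433). CD302 was the gene that was lower in the treated group, with 4.90 ± 1.11 FPKM in controls and 2.92 ± 0.503 in treated animals (SD, n = 6 each; exact permutation p = 0.00649).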

Among DEGs, 71 genes showed lower expression and 84 displayed higher expression in the rumen of treated buffaloes (Fig. 1a, bottom). In Fig. 1b is shown the heatmap that illustrates, through a hierarchical clustering analysis, the significant DEGs across all the samples.

**Fig. 1:**
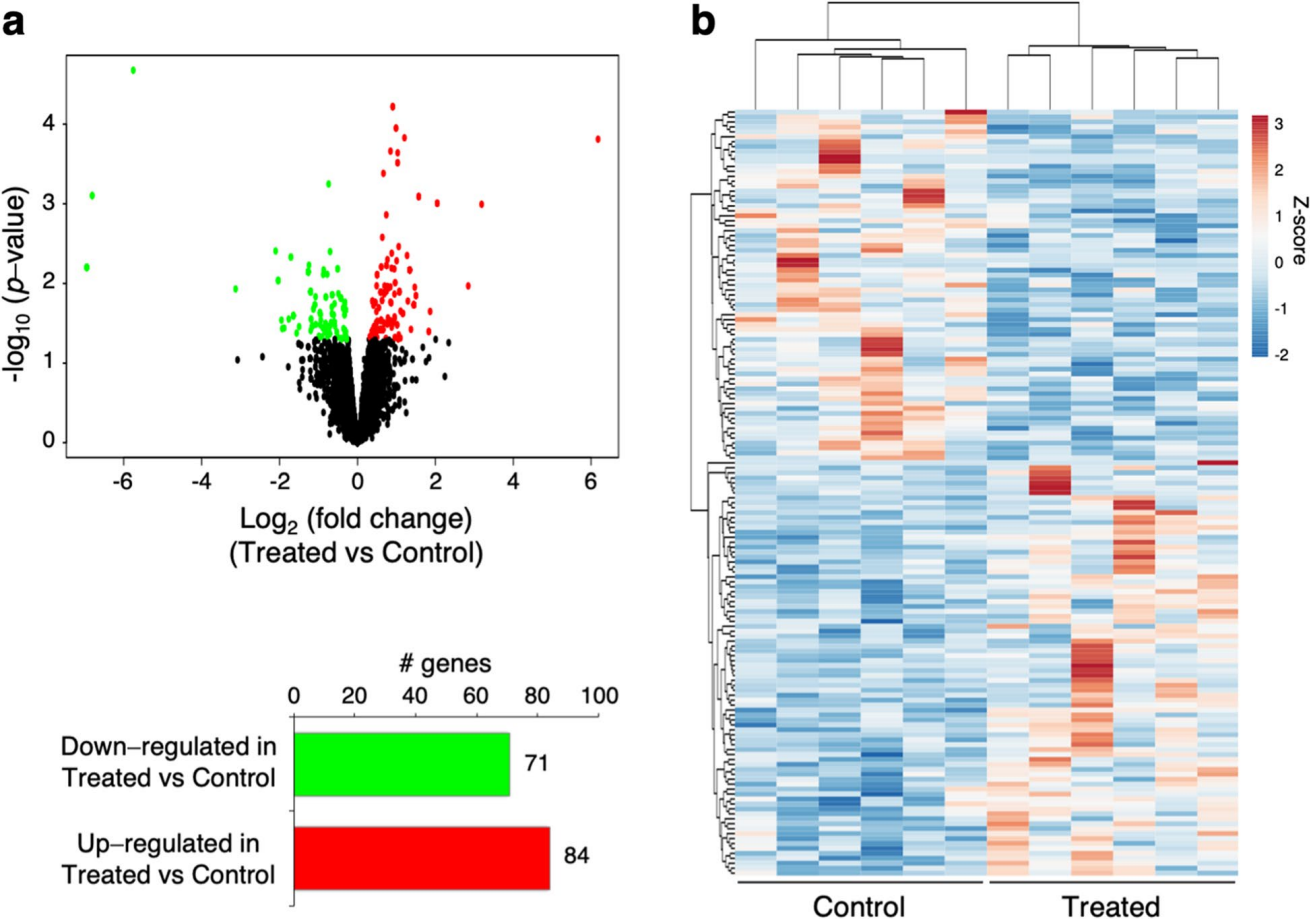
Effect of green feed on transcriptional profile in rumen of dairy buffaloes (six animals for each condition), identified using EdgeR (nominal *p*-values < 0.05). **a** Top: Volcano plot that illustrates differentially expressed genes (DEGs) in rumen of dairy buffaloes fed a TMR + green feed (Treated) versus animals fed the TMR diet (Control). The significance of the differential expression (−log_10_ (*p*-value*)*, y-axis) is plotted versus fold change expression level (x-axis). Red and green dots depict the genes that are significantly up- and down-regulated in treated versus control animals; black dots are genes whose expression levels did not reach the statistical significance (*p*-value *< 0.05)* between the two experimental groups. Bottom: Bar graph that shows the number of up- and down-regulated genes in treated vs control animals. **b** Heatmap representation of significant DEGs (155) across all the samples. Blue-red gradient shows low to high expression levels for each gene. Dendrogram represents a hierarchical clustering based on Pearson correlation values

Among the genes found to be deregulated in rumen of treated versus control animals, using EdgeR software package, the top 20 up-regulated (Table 1) and down-regulated (Table 2) genes were selected in terms of the magnitude of differential expression, log_2_ (fold change), to identify the processes being affected by the different diet composition.

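All 20 genes of Table 1 had a higher mean log2 FPKM in the treated group, with log2 fold changes from 0.49 to 1.79. A nominal limma p-value below 0.05 was reached by 11 of them, by 12 with the replicate number as a block and by 7 with a score of smooth muscle and fibroblast genes as a covariate. All 20 genes of Table 2 were lower in the treated group, with log2 fold changes from -5.84 to -0.77. Of these, 9 had a nominal limma p-value below 0.05, 10 with the block and 8 with the score. Table S3 holds some genes with a larger log2 fold change that are not in Tables 1 and 2. LOC112585098, which Table S3 names 60S ribosomal protein L9, had 3284 reads in treated replicate 4 and between 2 and 13 reads in each of the other 11 animals. The deposited table also holds RPL9 and LOC102394865, the latter with the same name in Table S3, so that reads could be shared between them. LOC102393295 had 54 and 61 reads in treated replicates 5 and 6 and from 1 to 4 reads in each of the others. MYO18B had 293 reads in control replicate 2 and at most 7 in any other animal, and LOC102399222 had 450 reads in the same animal and at most 3 in any other. In these last genes every treated animal was at 3 reads or fewer, so that the mean of the control group was at least 16.8-fold higher for MYO18B and at least 25.2-fold higher for LOC102399222, in both cases through 1 control animal. The exact permutation p-values were 0.823 for LOC112585098, 0.141 for LOC102393295, 0.151 for MYO18B and 0.424 for LOC102399222, all two-sided with n = 6 per group. With the block, the nominal limma p-value of LOC102393295 was also below 0.05.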

**Table 1:** Top up-regulated genes in rumen of treated vs control dairy buffaloes identified using EdgeR tool (nominal *p*-values < 0.05) tool. (FC: fold change)

Gene name	Protein name	log_2_ (FC)	-log_10_ (*p*-value)	*p*-value
*MKRN3*	probable E3 ubiquitin-protein ligase makorin-3	2.84	1.97	1.07E-02
*LOC102407663*	interferon alpha-inducible protein 27-like protein 2 isoform X1	2.05	3.01	9.85E-04
*SIM2*	single-minded homolog 2 isoform X1	1.83	1.40	4.01E-02
*LOC102408976*	interferon alpha-inducible protein 27, mitochondrial	1.57	3.09	8.11E-04
*C2H6orf15*	uncharacterized protein C6orf15 homolog isoform X2	1.5	1.85	1.42E-02
*HSD17B13*	17-beta-hydroxysteroid dehydrogenase 13	1.47	1.95	1.12E-02
*CSTA*	cystatin-A	1.37	1.42	3.77E-02
*LOC102411389*	pantetheinase isoform X3	1.34	2.17	6.78E-03
*SLC46A2*	thymic stromal cotransporter homolog	1.27	2.35	4.46E-03
*LOC102395439*	four and a half LIM domains protein 1, partial	1.21	3.83	1.48E-04
*PRR19*	proline-rich protein 19 isoform X2	1.17	1.62	2.38E-02
*CACNG4*	voltage-dependent calcium channel gamma-4 subunit	1.11	1.65	2.23E-02
*CCDC85A*	coiled-coil domain-containing protein 85A isoform X5	1.08	1.90	1.27E-02
*IGFBP6*	insulin-like growth factor-binding protein 6	1.06	2.46	3.44E-03
*FCER2*	low affinity immunoglobulin epsilon Fc receptor isoform X3	1.04	1.31	4.94E-02
*LOC102397197*	tubulin alpha-1D chain	1.03	3.64	2.29E-04
*DUOXA1*	dual oxidase maturation factor 1 isoform X2	1.03	3.51	3.06E-04
*RTL5*	retrotransposon Gag-like protein 5 isoform X1	1.02	1.48	3.31E-02
*TPPP3*	tubulin polymerization-promoting protein family member 3	0.99	3.95	1.12E-04
*IFI44L*	interferon-induced protein 44-like isoform X1	0.97	2.01	9.79E-03

**Table 2:** Top down-regulated genes in rumen of treated vs control dairy buffaloes identified using EdgeR tool (nominal *p*-values < 0.05). (FC: fold change)

Gene name	Protein name	log_2_ (FC)	-log_10_ (*p*-value)	*p*-value
*LOC112585166*	serum amyloid A protein-like	−5.75	4.68	2.10E-05
*LRP2*	LOW QUALITY PROTEIN: low-density lipoprotein receptor-elated protein 2	−3.13	1.93	1.17E-02
*NYAP2*	neuronal tyrosine-phosphorylated phosphoinositide-3-kinase adapter 2 isoform X1	−2.04	2.04	9.19E-03
*LOC102389855*	cytochrome c oxidase subunit 7C, mitochondrial	−1.88	1.44	3.63E-02
*MUC15*	mucin-15	−1.76	1.55	2.80E-02
*LOC102399021*	cytochrome P450 1A1	−1.71	2.33	4.67E-03
*LEF1*	lymphoid enhancer-binding factor 1 isoform X5	−1.65	1.60	2.54E-02
*TTPA*	alpha-tocopherol transfer protein	−1.56	1.38	4.20E-02
*LOC102399215*	nuclear distribution protein nudE homolog 1-like	−1.5	1.46	3.48E-02
*ZNF618*	zinc finger protein 618 isoform X21	−1.27	2.15	7.15E-03
*ROR2*	tyrosine-protein kinase transmembrane receptor ROR2	−1.25	2.23	5.89E-03
*CADPS*	calcium-dependent secretion activator 1 isoform X17	−1.2	1.90	1.27E-02
*SMOC2*	LOW QUALITY PROTEIN: SPARC-related modular calcium-binding protein 2	−1.2	1.41	3.91E-02
*LOC102400888*	olfactory receptor 51E1 isoform X2	−1.19	1.55	2.80E-02
*IZUMO1*	izumo sperm-egg fusion protein 1 isoform X5	−1.16	1.47	3.41E-02
*HSPA12A*	heat shock 70 kDa protein 12A isoform X2	−1.13	1.68	2.09E-02
*PODN*	podocan	−1.09	1.73	1.85E-02
*LOC112578513*	multidrug resistance-associated protein 4-like	−1.08	1.83	1.47E-02
*SYNPO2*	synaptopodin-2 isoform X2	−0.99	1.34	4.61E-02
*SMARCA1*	probable global transcription activator SNF2L1 isoform X3	−0.96	1.63	2.34E-02

Included in the top up-regulated genes, we found *LOC102407663 (or interferon alpha-inducible protein 27*-*like protein 2*, *IFI27L2*), *single*-*minded homolog 2 protein* (*SIM2*) and *interferon*-*induced protein 44*-*like (IFI44L)* genes, which are associated with immune response; the lipid metabolism-related *17*-*beta*-*hydroxysteroid dehydrogenase 13* (*HSD17B13*) and *LOC102411389* (or *Vanin 1*, *VNN1*) genes; *LOC102395439* (or *four and a half LIM domains protein 1*, *FHL1*), *tubulin polymerization*-*promoting protein family member 3 (TPPP3),* and *LOC102397197 (or tubulin alpha-1D chain, TUBA1D) *genes, whose products are involved in cytoskeletal organization; the low-affinity IgE receptor *Fc Epsilon Receptor II* (*FCER2*) gene; the oxidative stress- and immune system-linked *dual oxidase maturation factor 1 isoform X2* (*DUOXA1*) gene; *insulin*-*like growth factor-binding protein 6* (*IGFBP6*) gene.

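SIM2 (gene 102399913) was counted with 1 to 13 reads in the control group and with 1 to 52 in the treated group. Its FPKM were 0.0948 ± 0.137 (SD, n = 6) in controls and 0.354 ± 0.558 (SD, n = 6) in treated animals, a log2 fold change of 1.31 with a standard error of 0.89 (exact permutation p = 0.186). Treated replicate 2 held 54.7% of the reads of this gene, and control replicate 2 held most of those of the control group. IFI44L (gene 102389433) rose from 0.615 ± 0.214 to 1.20 ± 0.474 FPKM (SD, n = 6 each), a log2 fold change of 0.95 (standard error 0.36, and 0.26 with the replicate number as a block; exact permutation p = 0.0238), and 5 of the 6 treated animals were above every control. Among the other genes of Table 1, CCDC85A (gene 102397645) went from 0.343 ± 0.215 to 0.719 ± 0.236 FPKM (SD, n = 6 each; exact permutation p = 0.0216). C2H6orf15 (gene 102397609) had 0.793 ± 0.605 FPKM in controls and 2.28 ± 2.07 in treated animals (SD, n = 6 each; exact permutation p = 0.0758), and its nominal limma p-value was below 0.05 with and without the replicate number as a block. For SLC46A2, PRR19 and RTL5 the log2 fold changes were 1.02, 1.21 and 1.10, with exact permutation p-values of 0.0714, 0.0649 and 0.0671, respectively. The nominal limma p-values of SLC46A2 and PRR19 were below 0.05 with and without the block, and that of RTL5 was in neither fit. With a score of smooth muscle and fibroblast genes as a covariate, none of these genes had one. CSTA (gene 102408267) was at 8.47 ± 3.32 FPKM in controls and 20.9 ± 32.9 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.630). Treated replicate 6 alone was at 87.9 FPKM, and without it the log2 fold change was -0.11. MKRN3 (gene 102403290) had at most 8 reads in any control animal and at most 48 in any treated animal, and treated replicate 1 held 52.7% of all its reads.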

Among the top down-regulated genes, we identified the *LOC112585166* (or *serum amyloid A protein*-*like*, *SAAL1*), *tyrosine*-*protein kinase transmembrane receptor* (*ROR2*), and *SPARC*-*related modular calcium*-*binding protein 2* (*SMOC2*) genes, encoding pro-inflammatory factors; the *LDL receptor related protein 2* (*LRP2*) and *LOC102399021* (or *cytochrome P450 1A1*, *CYP1A1*) genes, which are related to lipid metabolism; the energy metabolism-linked *LOC102389855* (or *cytochrome C oxidase subunit 7C, Cox7C*) gene; the *LOC102399215* (or *nuclear distribution protein nudE homolog 1*-*like*, *NDEL1*) gene, involved in cytoskeletal organization; *LOC112578513* (or *multidrug resistance*-*associated protein 4*-*like* (*ABCC4*) gene, involved in the response to oxidative stress; the extracellular matrix*-*associated *synaptopodin-2 (SYNPO2)* gene; *LOC102400888* (or *olfactory receptor 51E1, OR51E1*) gene; the transporter of α-tocopherol (vitamin E) *alpha tocopherol transfer protein* (*TTPA*) gene; the membrane-bound glycosylated *Mucin*-*15 (MUC15*) gene.

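LOC112585166 had 49, 134, 165 and 75 reads in control replicates 1, 2, 4 and 5, and at most 2 reads in the remaining control animals. In the treated group it had at most 5 reads in any animal. The log2 fold change was -5.84 with a standard error of 1.82, and of 1.23 with the replicate number as a block (exact permutation p = 0.0346). LOC102399215 (NDEL1) fell from 2.49 ± 1.78 to 0.847 ± 1.16 FPKM (SD, n = 6 each; exact permutation p = 0.0325), and LOC112578513 (ABCC4) from 1.25 ± 0.623 to 0.580 ± 0.287 FPKM (SD, n = 6 each; exact permutation p = 0.0390). Table S3 gives a similar name to LOC102413340 and LOC102399222, so that reads of these genes could be shared between them. LOC102389855 (Cox7C) had 29.2 ± 48.2 FPKM in controls and 7.89 ± 11.1 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.223). Control replicate 4 held 57.4% of its reads, and treated replicate 3 lay far above the other treated animals. For SYNPO2, LOC102400888 (OR51E1), TTPA and MUC15 the log2 fold changes were -1.03, -0.95, -1.57 and -1.70, with standard errors from 0.53 to 0.85, and the exact permutation p-values were 0.0931, 0.180, 0.117 and 0.0866. With the block, the nominal limma p-value of TTPA was below 0.05. Among the genes of Table 2 that the text does not describe, PODN (1.04 ± 0.364 FPKM in controls and 0.486 ± 0.384 in treated animals; SD, n = 6 each; exact permutation p = 0.0260), SMARCA1 (log2 fold change -1.19; exact permutation p = 0.0152) and CADPS (log2 fold change -1.44; exact permutation p = 0.0195) were lower in the treated group. Of the 6 treated animals, 5 were below every control for PODN, 4 for SMARCA1 and 4 for CADPS, so that the groups overlapped in each gene. With a score of smooth muscle and fibroblast genes as a covariate, PODN and CADPS had a nominal limma p-value below 0.05 and SMARCA1 did not. For ZNF618 (gene 102390008), with treated replicate 2 far above the rest of its group, the exact permutation test gave p = 0.0260, for HSPA12A p = 0.0520, for NYAP2 p = 0.119 and for IZUMO1 p = 0.208 (n = 6 per group).

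**Figure D2:**
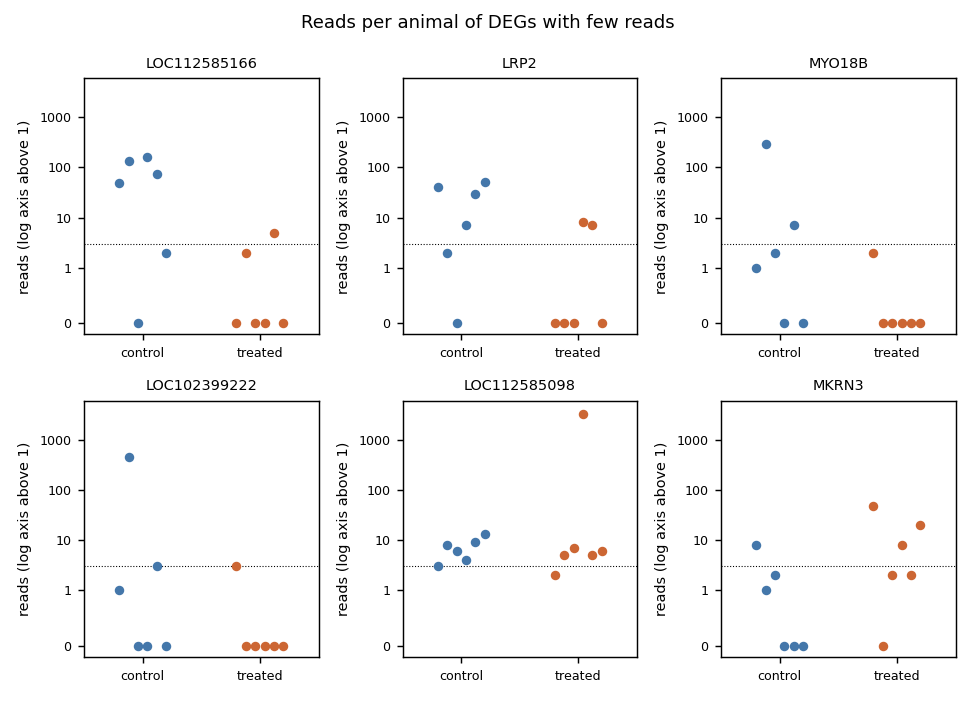
Reads per animal (y axis, logarithmic above 1) of 6 DEGs with few reads, 1 point per animal, in control and treated animals (x axis), with a dotted line at 3 reads. MYO18B and LOC102399222 have most reads in 1 control animal, LOC112585098 in 1 treated animal, and LOC112585166 is above 40 reads in 4 control animals and in no treated animal.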

A parallel analysis, performed using the NOISeq software package with a posterior probability (prob) ≥ 0.8 as significance threshold, identified 61 DEGs, 35 of which showed lower expression and 26 displayed higher expression in the rumen of treated buffaloes (Fig. 2a). 

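NOISeq compares, for each gene, the log2 ratio and the absolute difference of the group means with those of all pairs of animals within a group. This comparison was repeated on the TMM-scaled reads of the 13994 genes with a group mean above 1 CPM, after removal of residual components as in ARSyN. The removal took out 1 component, which held 27.7% of the residual variance. A probability of at least 0.8 was reached by 11 genes, of which 6 were higher and 5 lower in the treated group, and 7 of the 11 are among the 61 DEGs that the paper reports for NOISeq. Without removal of components 4 genes were called. When more components were removed the number rose to 24, 40, 66 and 88 genes for 2, 3, 4 and 5 components, settings that were chosen after seeing the data. The log2 fold changes of the paper's 61 genes differed from those in Table S3 by a median of 0.0097 in absolute value, with a Pearson r of 0.99987 across genes. Their median probability was 0.658, which is above that of 99.6% of the genes compared. In limma, all 61 genes changed in the direction of Table S3 and 24 of them had a nominal p-value below 0.05, or 32 with the replicate number as a block.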

Among DEGs, 11 of these have a prob. ≥0.9 and only 1 DEG shows a prob. ≥0.95 (Additional file 3: Table S3). 

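In the repeated comparison, 4 genes had a probability of at least 0.9 and 1 had a probability of at least 0.95. The latter was LOC112585098, with a probability of 0.952, whose reads came almost entirely from treated replicate 4. The others were LOC102399021 with 0.925, LOC112583793 with 0.916 and LOC102407663 with 0.913. Of these 4 genes, LOC112583793 is the only one that Table S3 also lists for NOISeq.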

The statistical significance of the differential expression between the two groups and the difference in gene expression levels are illustrated with volcano plot (Fig. 2a). The heatmap reported in Fig. 2b illustrates the significant DEGs with a prob. ≥0.8 across all the samples, through a hierarchical clustering analysis.

**Fig. 2:**
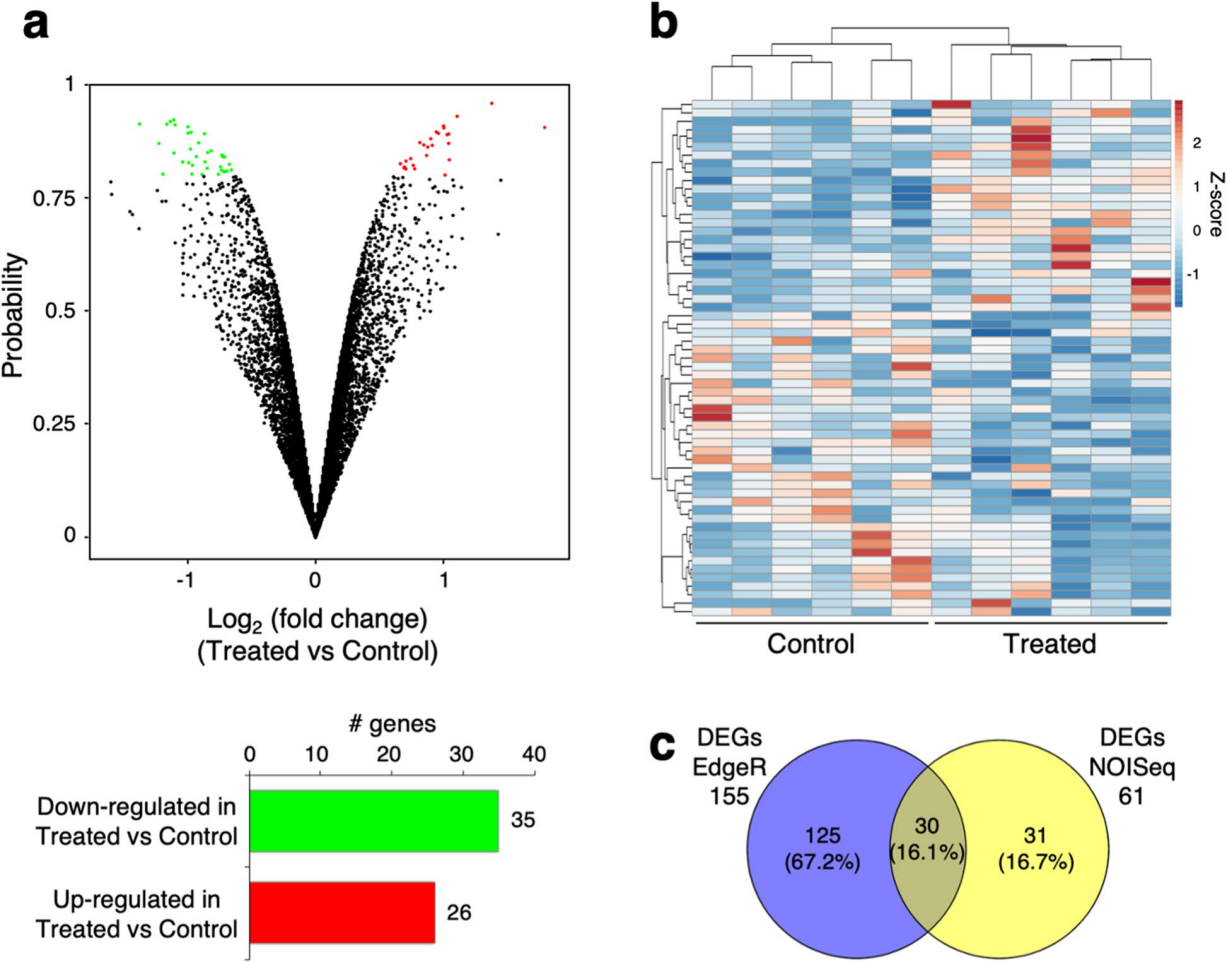
Effect of green feed on transcriptional profile in rumen of dairy buffaloes (six animals for each condition), identified using NOISeq software (prob *≥*0.8). **a** Top: Volcano plot that illustrates differentially expressed genes (DEGs) in rumen of dairy buffaloes fed a TMR + green feed (Treated) versus animals fed the TMR diet (Control). The significance of the differential expression (probability, y-axis) is plotted versus fold change expression level (x-axis). Red and green dots depict the genes that are significantly up- and down-regulated in treated versus control animals; black dots are genes whose expression levels did not reach the statistical significance (prob ≥0.8) between the two experimental groups. Bottom: Bar graph that shows the number of up- and down-regulated genes in treated vs control animals. **b** Heatmap representation of significant DEGs (61) across all the samples. Blue-red gradient shows low to high expression levels for each gene. Dendrogram represents a hierarchical clustering based on Pearson correlation values. **c** Venn diagram that shows the overlap between DEGs identified with EdgeR (nominal *p*-values < 0.05) and NOISeq (prob *≥*0.8) tools

The comparison of DEGs identified with EdgeR and NOISeq software packages highlighted 30 genes that showed a coherent differential expression in treated vs control groups using the two different approaches (Fig. 2c), 3 of which with a prob. ≥0.9 (Additional file 3: Table S3).

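Of the 30 common DEGs of the paper, 23 had a nominal limma p-value below 0.05, and 25 with the replicate number as a block. Their log2 fold changes ran from -1.68 to 1.28. Of the 31 DEGs that the paper found only with NOISeq, 1 had a nominal limma p-value below 0.05. With the block more did, since 32 of all 61 NOISeq DEGs had one, including the 25 common DEGs. When limma at a nominal p-value below 0.05 and the repeated NOISeq comparison at a probability of at least 0.8 were both asked for, 5 genes were left, and 4 of these are among the paper's 30.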

In Tables 3 and 4 are reported the top 10 up-regulated and down-regulated genes in terms of the magnitude of differential expression, log_2_ (fold change), identified in rumen of treated versus control animals using NOISeq software package.

**Table 3:** Top up-regulated genes in rumen of treated vs control dairy buffaloes identified using NOISeq tool (prob ≥0.8). (FC: fold change)

Gene name	Protein name	log_2_ (FC)	probability
*LOC112583793*	WAP four-disulfide core domain protein 18-like	1.37	0.96
*LOC102397197*	tubulin alpha-1D chain	1.10	0.93
*IGFBP6*	insulin-like growth factor-binding protein 6	1.04	0.89
*LOC102411389*	pantetheinase isoform X3	1.03	0.89
*DUOXA1*	dual oxidase maturation factor 1 isoform X2	1.01	0.80
*TCN1*	transcobalamin-1	1.00	0.90
*TPPP3*	tubulin polymerization-promoting protein family member 3	1.00	0.91
*BMP6*	bone morphogenetic protein 6 isoform X1	0.91	0.87
*PNLDC1*	poly(A)-specific ribonuclease PNLDC1 isoform X3	0.90	0.88
*LAMA1*	LOW QUALITY PROTEIN: laminin subunit alpha-1	0.86	0.84

**Table 4:** Top down-regulated genes in rumen of treated vs control dairy buffaloes identified using NOISeq tool (prob ≥0.8). (FC: fold change)

Gene name	Protein name	log_2_ (FC)	probability
*ACSS3*	acyl-CoA synthetase short-chain family member 3, mitochondrial isoform X1	−1.37	0.91
*ROR2*	tyrosine-protein kinase transmembrane receptor ROR2	−1.22	0.87
*SMOC2*	LOW QUALITY PROTEIN: SPARC-related modular calcium-binding protein 2	−1.19	0.80
*FRAS1*	extracellular matrix protein FRAS1 isoform X3	−1.16	0.91
*WTIP*	Wilms tumor protein 1-interacting protein isoform X2	−1.10	0.92
*ITGA8*	integrin alpha-8 isoform X2	−1.10	0.85
*LOC112580184*	glutathione S-transferase A1	−1.09	0.91
*LOC102400339*	collagen alpha-1(I) chain-like	−0.99	0.91
*TSKS*	testis-specific serine kinase substrate isoform X9	−0.99	0.83
*TENM3*	LOW QUALITY PROTEIN: teneurin-3	−0.97	0.86

Among the top up-regulated genes, we identified *LOC102397197 (or TUBA1D), IGFBP6, LOC102411389 (or VNN1), DUOXA1, TPPP3, bone morphogenetic protein 6* (*BMP6), poly(A)-specific ribonuclease PNLDC1* (*PNLDC1*), and *laminin subunit alpha-1* (*LAMA1*) genes, which are also included in the list of up-regulated genes identified using EdgeR software (see above and Additional file 3: Table S3). In addition, among the top up-regulated genes identified by NOISeq analysis, we found also *LOC112583793* (or *WAP four-disulfide core domain protein 18-like*, *WFDC18)* gene, encoding a proteinase inhibitor, and *transcobalamin-1* (*TCN1*) gene, encoding a vitamin B12-binding protein.

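All 10 genes of Table 3 had a higher mean log2 FPKM in the treated group, and 6 of them had a nominal limma p-value below 0.05, or 7 with the replicate number as a block and 6 with a score of smooth muscle and fibroblast genes as a covariate. PNLDC1 (gene 102411464), which encodes a poly(A)-specific ribonuclease, rose from 1.64 ± 0.426 to 3.08 ± 0.685 FPKM (SD, n = 6 each), a log2 fold change of 0.91 (standard error 0.22; exact permutation p = 0.00649). BMP6 (gene 102410529) had 2.40 ± 1.20 FPKM in controls and 4.50 ± 2.19 in treated animals (SD, n = 6 each; exact permutation p = 0.102), and control replicate 6 lay far below the other controls. In the repeated NOISeq comparison, the probabilities were 0.869 for LOC102397197 and 0.804 for TPPP3. They were below 0.8 for PNLDC1 (0.723), IGFBP6 (0.668), LOC102411389 (0.667), BMP6 (0.642), LAMA1 (0.579) and DUOXA1 (0.435).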

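LOC112583793 was listed at 0 in control replicate 2, whereas the other control animals ranged from 19.3 to 129 FPKM and the treated animals from 64.5 to 221 FPKM. On the log2(FPKM + 0.01) scale this value of 0 takes the log2 fold change to 3.02 with a standard error of 1.86 (exact permutation p = 0.0584), while the log2 ratio of the group means was 1.02. TCN1 (gene 102416165) had 13.7 ± 14.3 FPKM (SD, n = 6) in the control group and 18.1 ± 12.8 FPKM (SD, n = 6) in the treated group, and no treated animal was above every control. Its log2 fold change of 0.54 (standard error 0.90, and 0.77 with the replicate number as a block) was smaller than the spread between animals (exact permutation p = 0.613).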

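All 10 genes of Table 4 were lower in the treated group, and 4 of them had a nominal limma p-value below 0.05, or 6 with the replicate number as a block and 5 with a score of smooth muscle and fibroblast genes as a covariate. TENM3 (gene 102400258) fell from 0.896 ± 0.349 to 0.463 ± 0.349 FPKM (SD, n = 6 each), a log2 fold change of -1.19 (standard error 0.48; exact permutation p = 0.0433), and 4 of the 6 treated animals were below every control. The probabilities in the repeated NOISeq comparison were 0.802 for LOC102400339, 0.578 for TENM3, 0.545 for ROR2 and 0.419 for SMOC2.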

Included in the top down-regulated genes, we found *ROR2, SMOC2, LOC102400339* (or *collagen alpha-1(I) chain-like, COL1A1*) genes, and the *teneurin-3* (*TENM3*) gene, encoding a transmembrane protein, all down-regulated also with EdgeR analysis (see above and Additional file 3: Table S3). Moreover, the list of the top down-regulated genes identified with NOISeq analysis includes also *acyl-CoA synthetase short-chain family member 3* (*ACSS3*) gene, whose product has a role in energy and lipid metabolism, *fraser extracellular matrix complex subunit 1* (*FRAS1*) gene, *integrin alpha-8* (*ITGA8*) gene, *Wilms tumor protein 1-interacting protein* (*WTIP*) gene, encoding a factor involved in the response to hypoxia, and *LOC112580184* (or *glutathione S-transferase A1, GSTA1*) gene, whose product has a role in the response to the oxidative stress.

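ACSS3 (gene 102393364) had 1.90 ± 1.49 FPKM in the control group and 0.941 ± 0.946 FPKM in the treated group (SD, n = 6 each), a log2 fold change of -1.41 with a standard error of 0.70 (exact permutation p = 0.104). For FRAS1 (gene 102402249) the values were 0.897 ± 0.730 and 0.491 ± 0.323 FPKM (SD, n = 6 each; exact permutation p = 0.262), and for ITGA8 (gene 102415655) they were 1.15 ± 0.909 and 0.550 ± 0.439 FPKM (SD, n = 6 each; exact permutation p = 0.188), with treated replicate 1 far below the other treated animals. LOC112580184 (GSTA1) fell from 23.5 ± 10.5 to 11.3 ± 6.95 FPKM (SD, n = 6 each; exact permutation p = 0.0563). In treated replicate 4 it was at 0.357 FPKM, far below the rest of its group. The nominal limma p-value of LOC112580184 was below 0.05 with the replicate number as a block and with a score of smooth muscle and fibroblast genes as a covariate, and its exact rank-sum p-value was 0.0411. The deposited table also holds another gene with the symbol GSTA1, so that reads could be shared between them.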

The lists of all DEGs in treated group in comparison with the control one, identified using EdgeR and NOISeq software packages, and the DEGs identified with both approaches (common DEGs) are reported in Additional file 3: Table S3.

To validate the differential expression observed by RNA-seq analysis, the expression of randomly selected DEGs identified with EdgeR and NOISeq software packages was analyzed in rumen of treated and control buffaloes by reverse-transcription qPCR (rt-qPCR), using the same samples analyzed by RNA-seq. We analyzed the expression of 12 DEGs identified with EdgeR tool and 8 DEGs identified with NOISeq tool, 4 of which resulted commonly deregulated in RNA-seq experiment analyzed with both approaches.

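In the RNA-seq data, all 12 genes taken from the EdgeR list for rt-qPCR changed in the direction of Table S3, 7 of them higher and 5 lower in the treated group, with log2 fold changes from -1.04 to 1.21. A nominal limma p-value below 0.05 was reached by 11 of the 12 genes with and without the replicate number as a block and by 7 with a score of smooth muscle and fibroblast genes as a covariate, and 9 had an exact permutation p-value below 0.05. With each animal left out in turn, 7 of the 12 genes kept a nominal p-value below 0.05 in all 12 fits. SELENBP1 (gene 102394024) was the most highly expressed of them. It had 685 ± 191 FPKM (SD, n = 6) in the control group and 373 ± 219 FPKM (SD, n = 6) in the treated group, a log2 fold change of -1.005 (standard error 0.34; exact permutation p = 0.0281). MPND (gene 102394695) rose from 1.05 ± 0.435 to 1.95 ± 0.699 FPKM (SD, n = 6 each; exact permutation p = 0.0346). The rt-qPCR measurements themselves were not analysed here.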

For all 12 genes identified with EdgeR tool (nominal *p*-values < 0.05), the rt-qPCR assays showed an expression pattern concordant with RNA-seq results (Fig. 3). 

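The 4 genes that were taken for rt-qPCR from the NOISeq list only were LOC112583793 (WFDC18), WTIP (gene 102403272), IGFBP2 (gene 102407064) and TSKS (gene 102394147). In the RNA-seq data all 4 changed in the direction of Table S3, but none had a nominal limma p-value below 0.05. With the replicate number as a block, WTIP and IGFBP2 did, and the same was seen with a score of smooth muscle and fibroblast genes as a covariate. WTIP had 13.2 ± 9.13 FPKM in controls and 6.21 ± 4.97 in treated animals (SD, n = 6 each; exact permutation p = 0.139). IGFBP2 had 17.9 ± 11.2 FPKM in controls and 9.12 ± 10.4 in treated animals, and its standard error was 0.83 without and 0.43 with the block (SD, n = 6 each; exact permutation p = 0.123). TSKS had 3.59 ± 2.97 and 1.75 ± 1.69 FPKM, respectively (SD, n = 6 each; exact permutation p = 0.450). The mean of LOC112583793 was 68.9 ± 50.1 FPKM (SD, n = 6) in the control group and 139 ± 54.9 FPKM (SD, n = 6) in the treated group. In all 4 genes the ranges of both groups overlapped.

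**Figure D3:**
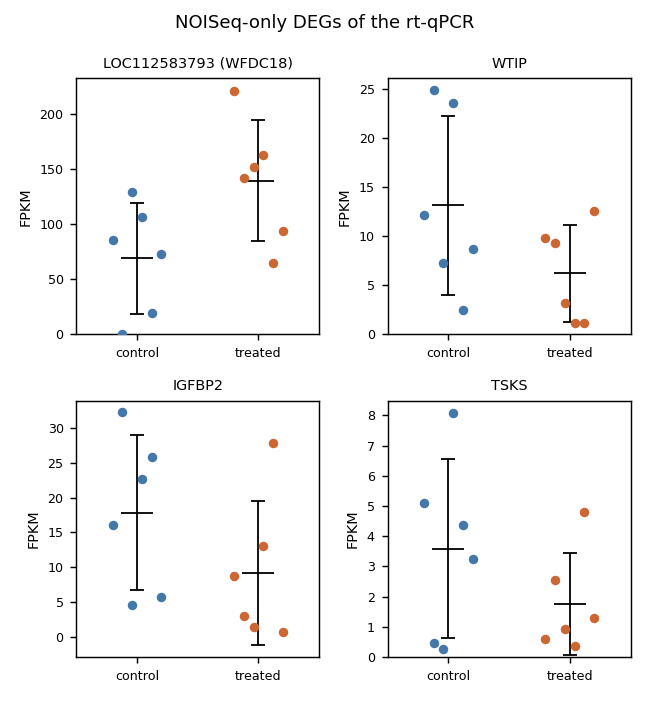
FPKM (y axis) of 4 genes in the control and treated animals (x axis), 1 point per animal, with the mean and SD of each group as bars. The ranges of both groups overlap in each gene, and LOC112583793 is at 0 in 1 control animal.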

On the other hand, among randomly selected genes found to be deregulated with NOISeq analysis, differential expression of genes identified with both methods [common DEGs: *selenium binding protein 1* (*SELENBP1*), *DUOXA1*, and *IGFBP6* with 0.8 < prob. < 0.9; *TPPP3* with 0.9 < prob. < 0.95] has been validated by rt-qPCR assay, whereas DEGs identified only with NOISeq analysis [*LOC112583793* (or *WFDC18)* with prob. > 0.95; WTIP with 0.9 < prob. < 0.95; *insulin-like growth factor-binding protein 2* (IGFBP2) and *testis-specific serine kinase substrate* (*TSKS*) with 0.8 < prob. < 0.9] showed an expression pattern conflicting with RNA-seq data. These findings suggest a higher reliability of EdgeR data analysis with respect to the NOISeq approach in our experimental conditions, and prompted us to perform subsequent analyses using DEGs selected with EdgeR approach.

**Fig. 3:**
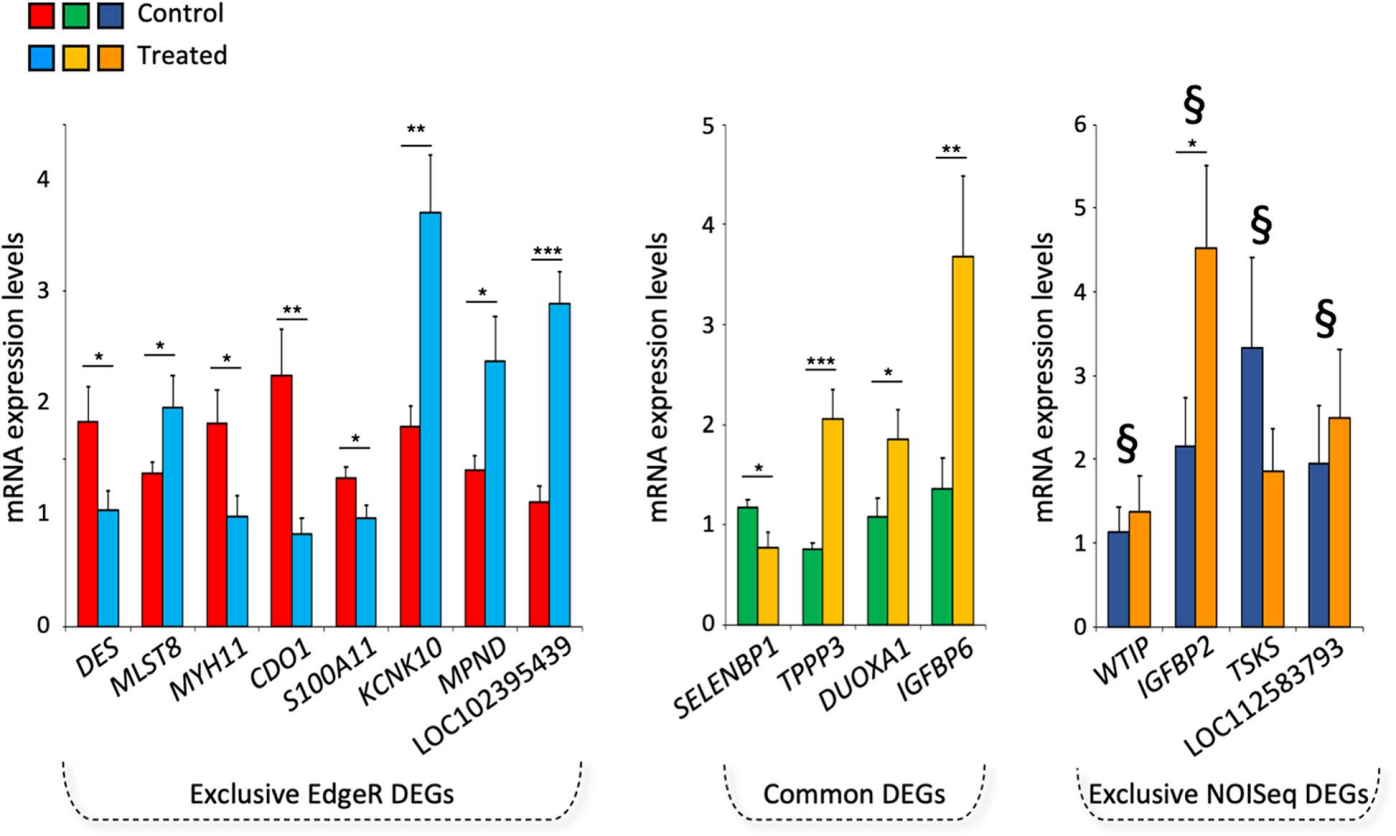
Validation of the differential expression observed by RNA-seq. The expression of randomly selected DEGs [12 DEGs identified with EdgeR tool and 8 DEGs identified with NOISeq tool, 4 of which are deregulated with both approaches (common DEGs)] was analyzed by rt-qPCR in ruminal wall of dairy buffaloes fed a TMR + green feed (Treated) in comparison with animals fed the TMR diet (Control). Data were normalized to β-actin and are reported as mean fold increases ± standard error of the mean (SEM) relative to transcript levels of control group samples. Six control and six treated animals were used, and two independent qPCR experiments were performed. * *p* < 0.05; * *p* < 001; *** *p* < 0.001 (one-tailed Student’s t-test). §: rt-qPCR data conflicting with RNA-seq results

### Gene ontology analysis of differentially expressed genes

Gene Ontology Enrichment Analysis (GOEA) was undertaken on the 155 DEGs between treated versus controls buffaloes, identified using EdgeR tool. 

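The lists that entered the paper's enrichment analysis held 47 up-regulated and 50 down-regulated genes with an annotation, against a background of 10608 genes (Table S4). Of the 195 terms that Table S4 gives for up-regulated genes, 173 rest on 1 gene, and of the 236 terms for down-regulated genes, 197 rest on 1 gene. The term with the most up-regulated genes is extracellular space, with 6 genes. From the deposited FPKM, the log2 fold changes were 0.93 for BMP6, 0.41 for COL4A6, 0.95 for IGFBP6, 0.90 for LAMA1 and 0.62 for TNXB, and CSTA, which also carries the term, was higher in the treated group through 1 animal. Among down-regulated genes, 5 genes carry the term external side of plasma membrane. These are IL6ST, LIFR and LRP2, together with ITGA2 and LY75, whose log2 fold changes were -0.34 and -0.47, respectively. None of these 5 genes had an exact permutation p-value below 0.05, nor a nominal limma p-value below 0.05 with the replicate number as a block. With a score of smooth muscle and fibroblast genes as a covariate, IL6ST and ITGA2 had one.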

Overall, DEGs were functionally associated with 431 significantly enriched gene ontology (GO) terms (FDR-adjusted *p*-value < 0.05), 195 of which were enriched in up-regulated genes and 236 were enriched in down-regulated genes (Additional file 4: Table S4).

The 35% (68) of GO terms enriched in up-regulated genes were classified as molecular function, 17% (33) as cellular component, and 48% (94) as biological process. The 38% (89) of GO terms enriched in down-regulated genes were categorized as molecular function, 22% (51) as cellular component, and 40% (96) as biological process. Selected GO terms enriched in up- and down-regulated genes are displayed in Fig. 4a and b. Among GO terms enriched in up-regulated genes, the category of molecular functions included those related to nitric oxide production, JAK-STAT pathway, NAD(P)H oxidase activity, peroxidase and oxidoreductase activity, calcium channel activity and heat shock proteins. 

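In Table S4, the term immune response rests on BMP6 and IFI44L, cellular response to interleukin-4 on TCF7, T cell homeostasis on SLC46A2, and defense response to bacterium on GSDMC (gene 102397970). The terms triglyceride metabolic process and fatty acid metabolic process both rest on TNXB, the terms on interferon-gamma production and negative regulation of inflammatory response both on ISL1, and Z disc on ATP2B4. GSDMC had 1.57 ± 0.451 FPKM in the control group and 3.01 ± 1.85 FPKM in the treated group (SD, n = 6 each; exact permutation p = 0.180), and with the replicate number as a block the standard error of its log2 fold change was 0.32.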

In the category of cellular components we found GO terms related to extracellular space and Z Disc - a component of the striated muscle with a key role for the muscle contraction -, while the category of biological processes included GO terms linked to immune system (cellular response to interleukin-4, immune response, T cell homeostasis, positive regulation of interferon-gamma production, defense response to bacterium and cytokine-mediated signaling pathway and negative regulation of inflammatory response), to lipid metabolism (triglyceride metabolic process and fatty acid metabolic process) and to the response to oxidative stress. Down-regulated genes were enriched in molecular function GO terms related to methanethiol oxidase activity, to selenium homeostasis (selenium binding), to oxidoreductase activity, to S-adenosyl methionine (SAM)-dependent methyltransferase activity, and to structural constituent of muscle. 

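The gene behind methanethiol oxidase activity and selenium binding in Table S4 is SELENBP1, which is the only gene of the query in either term. The oxidoreductase term rests on CDO1, the methyltransferase term on PEMT and the muscle term on MYH11. Of the 6 treated animals, 4 were below every control for SELENBP1, 4 for PEMT, 3 for CDO1 and 1 for MYH11. With the replicate number as a block, the standard errors of the log2 fold changes were 0.32 for SELENBP1, 0.39 for CDO1, 0.26 for PEMT and 0.48 for MYH11.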

In the category of cellular components, we found an enrichment in down-regulated genes in GO terms related to the external side of plasma membrane, Z disc and calcium channel complex. The category of biological processes included GO terms associated with positive regulation of fat cell differentiation, with BMP signaling pathway, with cytokine-mediated signaling pathway, with positive regulation of apoptotic signaling pathway, and with negative regulation of canonical *Wnt* signaling pathway.

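In Table S4, MEDAG (gene 102404403) and STK3 carry the term on fat cell differentiation, LEF1 and ROR2 that on BMP signaling, IL6ST and LIFR that on cytokine-mediated signaling, CTSC (gene 102399616) that on apoptotic signaling, and ROR2 and STK3 that on Wnt signaling. MEDAG had a log2 fold change of -0.49 with a standard error of 0.19, and of 0.09 with the replicate number as a block (exact permutation p = 0.0390). STK3 had a log2 fold change of -0.28 (standard error 0.11, and 0.11 with the block), and all 6 treated animals were below every control (exact permutation p = 0.00216). CTSC fell from 10.6 ± 3.89 to 7.33 ± 2.14 FPKM (SD, n = 6 each; exact permutation p = 0.117), and its nominal limma p-value was below 0.05 only with the block.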

**Fig. 4:**
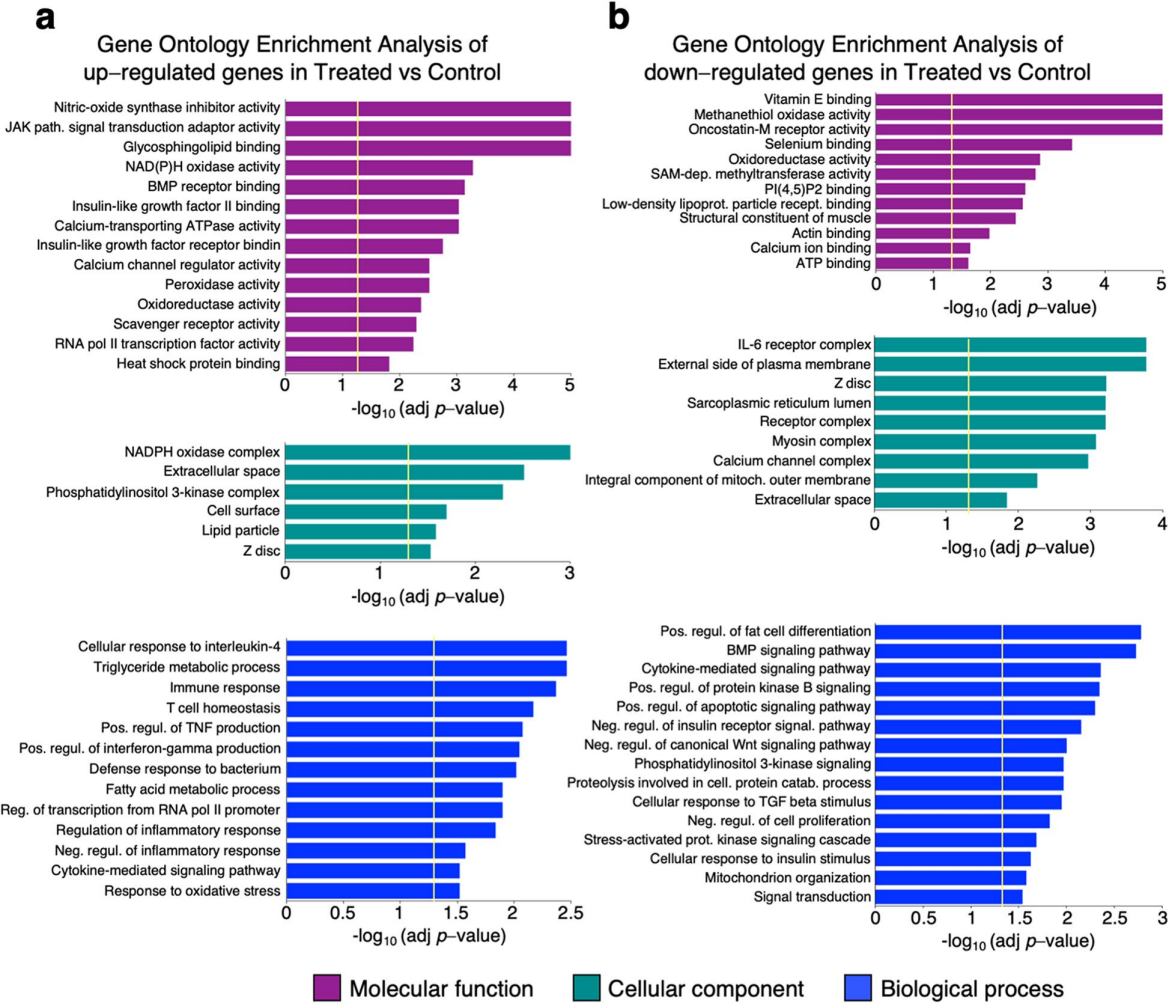
Gene ontology enrichment analysis of differentially expressed genes. Selected GO-terms, enriched in genes up-regulated (**a**) and down-regulated (**b**) in rumen of buffaloes fed a TMR + green feed (Treated) in comparison with those fed the TMR diet (Control), are shown. GO terms were classified as molecular function (purple bars), cellular component (green bars) and biological process (blue bars). Bar graphs indicate the statistical significance of the enrichment, as -log_10_ (adj *p*-value). Vertical yellow bars indicate the cut-off level for significance (*p* < 0.05, adjusted by Benjamini-Hochberg correction)

In summary, the Gene Ontology analysis indicated that green feed modulated biological processes related to health and well-being in buffaloes, such as the immune response, lipid metabolism, the response to the oxidative stress and muscle structure and function.

### Gene-by-gene analysis of differential expression

Further analysis of individual genes found to be differentially expressed in rumen of treated dairy buffaloes in comparison with control animals, using EdgeR with a nominal *p*-values < 0.05, allowed us to highlight transcriptional changes in genes involved in biological processes relevant for rumen functionality and physiology, and thus, for animal welfare and quality production.

#### Genes linked to energy, lipid and amino acid metabolism

Our analysis highlighted differential expression of genes encoding factors involved in energy, lipid, and amino acid metabolism (especially cysteine and methionine), in treated versus control buffaloes (Fig. 5a). We found enhanced expression of *LOC102410803* (or *Phosphoserine Aminotransferase 1, PSAT1*), and *Hydroxylysine Kinase* (*HYKK)*, and decreased levels of *cysteine dioxygenase Type 1* (*CDO1*), *SELENBP1* and *phosphatidylethanolamine N-methyltransferase* (*PEMT*) genes, encoding enzymes with a function in amino acid metabolism. Furthermore, we found up-regulation of *HSD17B13*, and *ARFGEF family member 3* (*ARFGEF3*) genes, and down-regulation of *LRP2*, encoding factors implicated in energy and lipid metabolism.

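LOC102410803 (PSAT1), for which control replicate 4 lay far below the other controls, rose from 32.8 ± 4.72 to 46.1 ± 12.0 FPKM (SD, n = 6 each), a log2 fold change of 0.46 (standard error 0.17; exact permutation p = 0.0368). HYKK (gene 102393103) had 0.875 ± 0.307 FPKM in controls and 1.52 ± 0.655 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.108). CDO1 (gene 102406101) fell from 1.47 ± 0.628 to 0.816 ± 0.397 FPKM (SD, n = 6 each; exact permutation p = 0.0454), and PEMT (gene 102415155) from 1.20 ± 0.210 to 0.796 ± 0.252 FPKM (SD, n = 6 each; exact permutation p = 0.0173). Of the 8 genes that the text relates to amino acid, energy and lipid metabolism, 5 had a nominal limma p-value below 0.05, and the number was 5 as well with the replicate number as a block and 3 with a score of smooth muscle and fibroblast genes as a covariate.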

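ARFGEF3 (gene 102411031) rose from 1.12 ± 0.236 to 2.01 ± 0.616 FPKM (SD, n = 6 each), a log2 fold change of 0.81 (standard error 0.24, and 0.22 with the replicate number as a block), and 5 of the 6 treated animals were above every control (exact permutation p = 0.00433). HSD17B13 (gene 102400960) had at most 11 reads in any control animal and at most 42 in any treated animal, with 0.374 ± 0.207 and 1.05 ± 0.814 FPKM, respectively (SD, n = 6 each; exact permutation p = 0.0801). Control replicate 6 was listed at 0 for this gene. LRP2 (gene 102416017) had from 0 to 52 reads in the control group and from 0 to 8 in the treated group, a log2 fold change of -2.03 with a standard error of 1.07 (exact permutation p = 0.0779). For the log2 ratio of the group means, the exact permutation p-value was 0.0476 for HSD17B13 and 0.0736 for LRP2.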

**Fig. 5:**
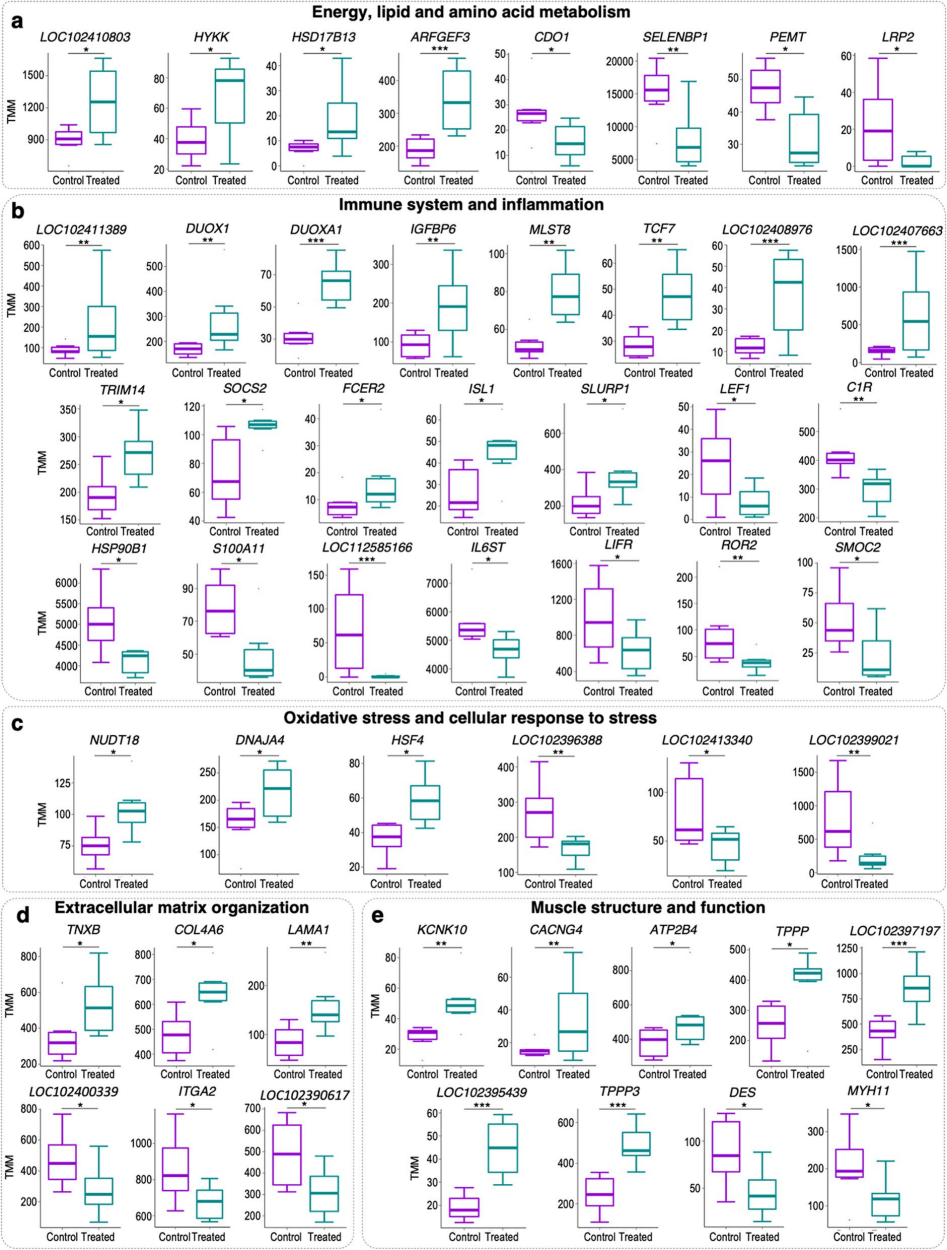
Transcriptomic data of differential expression of genes involved in selected biological processes. Boxplots illustrate the Trimmed Mean of M values (TMM) expression values of selected genes deregulated in rumen of dairy buffaloes fed a TMR + green feed (Treated) versus animals fed the TMR diet (Control) and related to energy, lipid or amino acid metabolism (**a**), immune system and inflammation (**b**), oxidative stress and cellular response to stress (**c**), extracellular matrix organization (**d**) and muscle structure and function (**e**). Whiskers show the 5–95% percentiles of the confidence intervals, the horizontal lines within each box show the medians, and outliers are shown as dots. * *p*-value < 0.05; ** *p*-value < 0.01; *** *p*-value < 0.001

In conclusion, these findings allow to speculate that green feed has an impact on amino acid and lipid metabolism that, in turn, influence energy production.

#### Genes linked to immune system and inflammation

Green feed seems to modulate the expression of several genes encoding factors with a role in immune system or inflammation (Fig. 5b). 

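Of the 9 genes that the paper names as higher in treated buffaloes and linked to the immune response, all 9 had a higher mean log2 FPKM in the treated group, and 8 had a nominal limma p-value below 0.05 with and without the replicate number as a block, while 5 did with a score of smooth muscle and fibroblast genes as a covariate. DUOXA1 (gene 102403651) rose from 1.58 ± 0.521 to 3.26 ± 0.697 FPKM (SD, n = 6 each; exact permutation p = 0.00433) and its neighbour DUOX1 (gene 102403106) from 2.25 ± 0.357 to 3.90 ± 2.12 FPKM (SD, n = 6 each; exact permutation p = 0.0325). MLST8 (gene 102415341) went from 2.62 ± 0.429 to 4.02 ± 0.788 FPKM, with control replicate 1 far above the other controls (SD, n = 6 each; exact permutation p = 0.00649), and TCF7 (gene 102408996) from 0.787 ± 0.118 to 1.34 ± 0.374 FPKM (SD, n = 6 each; exact permutation p = 0.00649). The log2 fold changes of TRIM14 and SOCS2 were 0.46 (standard error 0.19) and 0.60 (standard error 0.22). IGFBP6 (gene 102395045) had 6.82 ± 2.44 FPKM in controls and 14.4 ± 7.69 in treated animals (SD, n = 6 each; exact permutation p = 0.0541). LOC102408976 (IFI27) had 1.12 ± 0.397 FPKM in controls and 3.39 ± 1.99 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.0390), with 4 treated animals above every control. LOC102407663 (IFI27L2) had 5.91 ± 2.49 and 23.8 ± 21.2 FPKM (SD, n = 6 each; exact permutation p = 0.102), with treated replicates 2, 5 and 6 at 36.6 FPKM or more and the other treated animals at 7.01 FPKM or less, while control replicate 5 lay far below the other controls. The score of 11 other interferon-response genes above 0 did not differ between the groups (exact permutation p = 0.816). Both IFI27 and IFI27L2 belong to a family of similar genes, so that reads could be shared between its members.

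**Figure D4:**
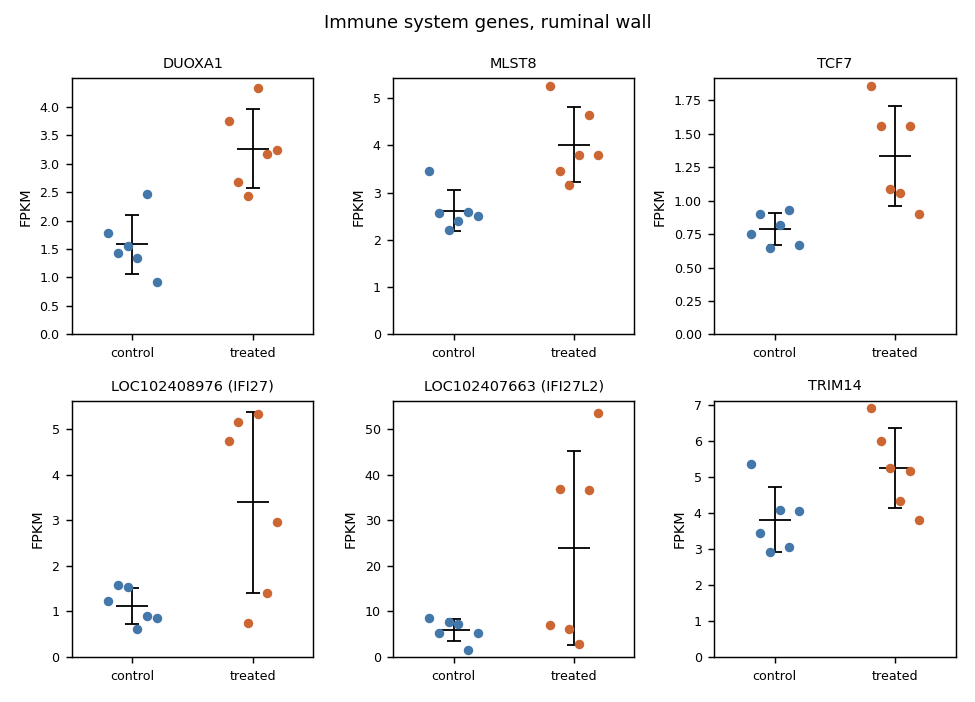
FPKM (y axis) of 6 immune system genes in the control and treated animals (x axis), 1 point per animal, with the mean and SD of each group as bars. The treated animals lie above most controls for DUOXA1, MLST8 and TCF7, and split into high and low animals for LOC102407663.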

Among them, we found enhanced expression of *dual oxidase 1 (DUOX1)*, *DUOXA1*, *IGFBP6*, *MTOR associated protein LST8 homolog* (*MLST8*), *transcription factor 7* (*TCF7*), *LOC102408976* (or *IFI27*), *LOC102407663* (or *IFI27L2*), *tripartite motif containing 14* (*TRIM14*), and *suppressor of cytokine signaling 2 (SOCS2)* genes, which are correlated with the innate or adaptative immune response. Moreover, the expression of the receptor of immunoglobulin E *FCER2*, *LOC102411389* (*VNN1*), *ISL LIM homeobox 1* (*ISL1*), and *Secreted LY6/PLAUR Domain Containing 1* (*SLURP1*) genes, which are linked to the regulation of inflammatory response, was increased. 

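ISL1 (gene 102405894) rose from 1.38 ± 0.619 to 2.37 ± 0.701 FPKM (SD, n = 6 each; exact permutation p = 0.0303), and SLURP1 (gene 102395997) from 30.2 ± 11.6 to 51.7 ± 22.2 FPKM (SD, n = 6 each; exact permutation p = 0.0346). FCER2 (gene 102408244) was low in all animals, with 0.20 ± 0.133 FPKM in controls and 0.425 ± 0.352 in treated animals (SD, n = 6 each; exact permutation p = 0.106). LOC102411389 (VNN1) had 3.25 ± 1.09 and 8.10 ± 6.89 FPKM, respectively (SD, n = 6 each; exact permutation p = 0.145). Without the replicate number as a block, ISL1 and SLURP1 had a nominal limma p-value below 0.05. With the block, LOC102411389 did too, and the standard error of its log2 fold change went from 0.50 to 0.38. With a score of smooth muscle and fibroblast genes as a covariate, LOC102411389 did not.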

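The 9 genes with a role in immune system or inflammation that the paper names as reduced were all lower in the treated group, and 6 of them had a nominal limma p-value below 0.05 with and without the replicate number as a block, while 7 did with a score of smooth muscle and fibroblast genes as a covariate. HSP90B1 (gene 102399111) fell from 148 ± 21.2 to 120.0 ± 11.7 FPKM (SD, n = 6 each; exact permutation p = 0.0152). It had the smallest standard error of the 9 genes, 0.11 for a log2 fold change of -0.30. C1R (gene 102395781) fell from 12.2 ± 2.45 to 8.57 ± 1.84 FPKM (SD, n = 6 each; exact permutation p = 0.0152), and S100A11 (gene 102393457) from 10.3 ± 2.48 to 6.58 ± 2.94 FPKM (SD, n = 6 each; exact permutation p = 0.0238), with 5 of the 6 treated animals below every control. ROR2 (gene 102410539) fell from 1.64 ± 1.20 to 0.695 ± 0.346 FPKM (SD, n = 6 each; exact permutation p = 0.0476), and SMOC2 (gene 102408979) from 1.41 ± 0.675 to 0.628 ± 0.663 FPKM (SD, n = 6 each; exact permutation p = 0.0390). IL6ST (gene 102405590) had a log2 fold change of -0.29 (exact permutation p = 0.0541) and LIFR (gene 102415704) of -0.64 (exact permutation p = 0.126), and the nominal limma p-value of IL6ST was below 0.05 with the score. LEF1 (gene 102409520) had from 1 to 53 reads in the control group and from 1 to 18 in the treated group, a log2 fold change of -1.42 with a standard error of 0.89 (exact permutation p = 0.160).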

On the other side, we found reduced levels of the immune system-related *lymphoid enhancer binding factor 1* (*LEF1*) and *complement C1r* (*C1R*) genes, and inflammation-related *heat shock protein 90 beta family member 1* (*HSP90B1*), *S100 calcium binding protein A11* (*S100A11*), *LOC112585166* (or *serum amyloid A protein*-*like, SAAL1*), *interleukin 6 cytokine family signal transducer* (*IL6ST*), *leukemia inhibitory factor receptor* (*LIFR*), *ROR2*, and *SMOC2* genes.

In summary, the large number of genes with a role in immune response and inflammation, whose expression is re-modulated upon green feed administration, allows to hypothesize a beneficial effect of green diet on the animal health.

#### Genes linked to oxidative stress and cellular response to stress

Upon green feed administration, changes in the expression levels of a number of factors linked to oxidative stress and cellular response to stress have been observed (Fig. 5c). Among them, we found up-regulation of *nudix hydrolase 18* (*NUDT18*), *DnaJ heat shock protein family* (*Hsp40*) *member A4* (*DNAJA4*) and *heat shock transcription factor 4* (*HSF4*) genes, encoding factors that counteract oxidative and heat stress conditions, and down-regulation of *LOC102396388* (or *UDP glucuronosyltransferase family 1 member A9*, *UGT1A9*), *LOC102413340* (or *ATP binding cassette subfamily C member 4, MRP4/ABCC4*) and *LOC102399021* (*CYP1A1*) genes, involved in detoxifying cellular response.

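NUDT18 (gene 102412312) rose from 4.04 ± 0.872 to 5.57 ± 1.28 FPKM (SD, n = 6 each; exact permutation p = 0.0303), and HSF4 (gene 102389069) from 1.38 ± 0.39 to 2.25 ± 0.485 FPKM (SD, n = 6 each; exact permutation p = 0.0108). DNAJA4 (gene 102399604) had 3.90 ± 1.10 FPKM in controls, with control replicate 6 far below the others, and 5.42 ± 1.38 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.0758). LOC102396388 (UGT1A9), whose family shares sequence so that reads could be split between its members, fell from 19.4 ± 6.67 to 11.9 ± 2.43 FPKM (SD, n = 6 each; exact permutation p = 0.0260). LOC102399021 (CYP1A1) fell from 24.9 ± 19.2 to 7.48 ± 7.61 FPKM (SD, n = 6 each; exact permutation p = 0.0325), and LOC102413340 (ABCC4) had 1.10 ± 0.573 and 0.614 ± 0.257 FPKM (SD, n = 6 each; exact permutation p = 0.104). Of these 6 genes, 4 had a nominal limma p-value below 0.05, and 5 with the replicate number as a block, where DNAJA4 was added. With a score of smooth muscle and fibroblast genes as a covariate, 3 did.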

Our findings prompt to hypothesize that green feed modulates the response of animals to different kind of stressful stimuli.

#### Genes linked to extracellular matrix organization (ECM)

Green feed seems to induce a significant deregulation of genes encoding factors with a function in the organization of extracellular matrix (ECM) (Fig. 5d), a complex and dynamic non-cellular scaffold that acts as a structural support for cells, and known to regulate several functions, including shape, adhesion, and migration. 

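COL4A6 (gene 102410702) had 5.88 ± 1.02 FPKM in the control group and 7.89 ± 1.66 FPKM in the treated group (SD, n = 6 each; exact permutation p = 0.0433), with treated replicate 6 far below the other treated animals. LAMA1 (gene 102398304) rose from 0.732 ± 0.281 to 1.37 ± 0.560 FPKM (SD, n = 6 each; exact permutation p = 0.0173). LOC102400339, which the paper gives as COL1A1, fell from 27.5 ± 10.8 to 16.3 ± 10.3 FPKM (SD, n = 6 each; exact permutation p = 0.0736). The deposited table also holds another gene with the symbol COL1A1, so that reads could be shared between them. The standard error of the log2 fold change of LOC102400339 was 0.44, and 0.35 with the replicate number as a block.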

We found up-regulation of *collagen type IV alpha 6 chain* (*COL4A6*) and *laminin subunit alpha*-*1* (*LAMA1*) genes, and down-regulation of *LOC102400339 (*or *COL1A1),* encoding structural constituents of ECM. Moreover, in treated buffaloes, the ECM glycoprotein *tenascin XB* (*TNXB*), whose product plays a role in the expression and deposition of collagen into the ECM, was significantly up-regulated, whereas the gene encoding the *integrin subunit alpha 2 (ITGA2),* which connects the ECM with the cytoskeleton, and *LOC102390617* (or *UDP-glucose 6-dehydrogenase-like, UGDH*) gene, encoding an oxidoreductase involved in the production of extracellular matrix components, were significantly down-regulated.

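TNXB (gene 102393925) had 2.16 ± 0.937 FPKM in the control group and 3.24 ± 1.09 FPKM in the treated group (SD, n = 6 each; exact permutation p = 0.0671), and 1 of the 6 treated animals was above every control. ITGA2 (gene 102412068) had 10.0 ± 2.11 and 7.91 ± 1.37 FPKM (SD, n = 6 each; exact permutation p = 0.0649), and LOC102390617 (UGDH) had 11.9 ± 4.04 and 7.5 ± 2.73 FPKM (SD, n = 6 each; exact permutation p = 0.0520). Of the 6 extracellular matrix genes that the text names, 5 had a nominal limma p-value below 0.05 with and without the replicate number as a block, 4 had one with a score of smooth muscle and fibroblast genes as a covariate, 2 had an exact permutation p-value below 0.05, and 1 kept a nominal limma p-value below 0.05 in all 12 fits that each left out 1 animal.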

Our results allow to hypothesize that green feed influences the organization of extracellular matrix in the rumen of buffaloes.

#### Genes linked to muscle structure and function

Green feed induced differential expression of several genes encoding proteins involved in muscle structure and function (Fig. 5e). 

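KCNK10 (gene 102413916) rose from 0.680 ± 0.208 to 1.26 ± 0.461 FPKM (SD, n = 6 each), a log2 fold change of 0.88 (standard error 0.32; exact permutation p = 0.0108), and 5 of the 6 treated animals were above every control. CACNG4 (gene 102415299) had 0.418 ± 0.131 FPKM in controls and 0.916 ± 0.708 FPKM in treated animals (SD, n = 6 each; exact permutation p = 0.173). ATP2B4 (gene 102395917) had 3.25 ± 0.734 and 4.52 ± 1.80 FPKM, respectively (SD, n = 6 each; exact permutation p = 0.106). With the replicate number as a block, the standard error of ATP2B4 went from 0.24 to 0.15 and its nominal limma p-value was below 0.05.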

We found enhanced expression of *Potassium two pore domain channel subfamily K member* (*KCNK10*), *calcium voltage*-*gated channel auxiliary subunit gamma 4* (*CACNG4*), and *ATPase plasma membrane Ca*^*2+*^*transporting 4* (*ATP2B4*), which encode factors that regulate homeostasis of Ca^2+^. Moreover, we detected up-regulation of the cytoskeleton*-*related *tubulin polymerization promoting protein* (*TPPP*), *LOC102397197* (or *TUBA1D*), *LOC102395439* (or *FHL1*), and *TPPP3* genes, and down-regulation of the *desmin* (*DES*) and *myosin heavy chain 11* (*MYH11*) genes.

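TPPP3 (gene 102408054) rose from 19.3 ± 7.59 to 38.3 ± 7.74 FPKM (SD, n = 6 each; exact permutation p = 0.00433), and LOC102397197 (TUBA1D), a member of a family of similar genes that could share reads and lowest by far in control replicate 6, from 22.2 ± 8.01 to 45.8 ± 13.9 FPKM (SD, n = 6 each; exact permutation p = 0.00649). LOC102395439 (FHL1) rose from 0.668 ± 0.201 to 1.56 ± 0.471 FPKM (SD, n = 6 each), and all 6 treated animals were above every control (exact permutation p = 0.00216). Table S3 gives the same name to LOC102406359, so that reads could be shared between them. The latter rose from 2.48 ± 0.819 to 3.99 ± 1.08 FPKM (SD, n = 6 each; exact permutation p = 0.026), with 3 treated animals above every control. TPPP (gene 102394760) had 4.91 ± 1.54 FPKM in controls and 7.69 ± 2.40 FPKM in treated animals, with treated replicate 6 far below the rest of its group (SD, n = 6 each; exact permutation p = 0.0866). The exact rank-sum p-value of TPPP was 0.0411. With the replicate number as a block, its standard error went from 0.30 to 0.16 and its nominal limma p-value was below 0.05. With a score of smooth muscle and fibroblast genes as a covariate it was not. DES (gene 102410291) fell from 3.22 ± 1.40 to 1.66 ± 0.976 FPKM (SD, n = 6 each; exact permutation p = 0.0520), a log2 fold change of -1.04 (standard error 0.42). MYH11 (gene 102405805) had 2.57 ± 1.27 and 1.45 ± 0.740 FPKM, respectively (SD, n = 6 each; exact permutation p = 0.117), a log2 fold change of -0.78 (standard error 0.42). The 5 other smooth muscle markers tested were lower as well, with a median log2 fold change of -0.69. Of the 9 muscle genes that the text names, 5 had a nominal limma p-value below 0.05, 7 with the replicate number as a block and 4 with a score of smooth muscle and fibroblast genes as a covariate.

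**Figure D5:**
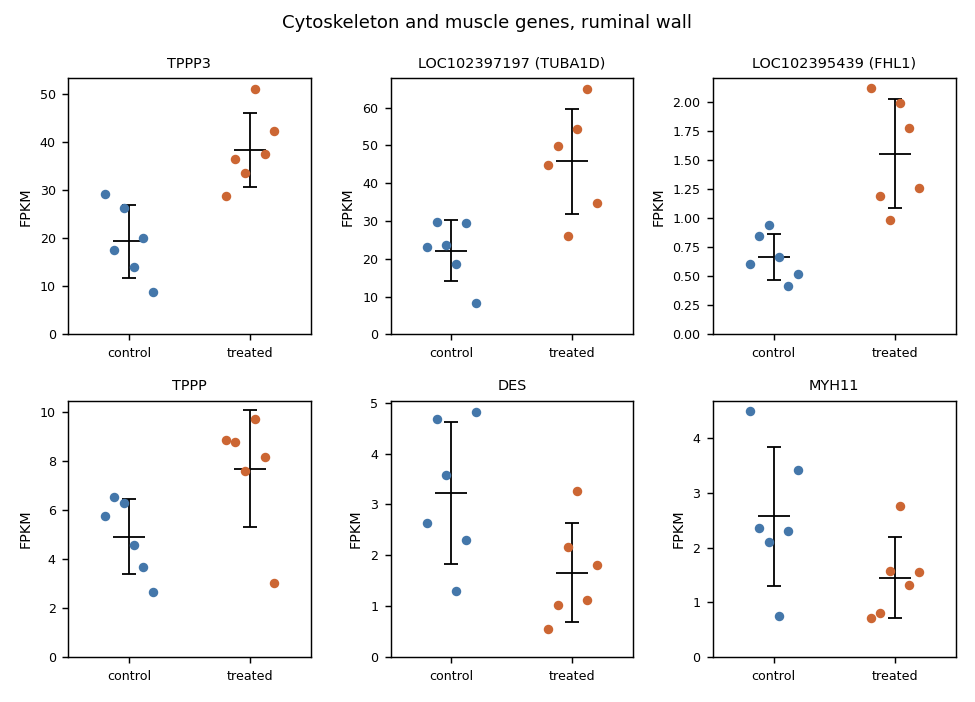
FPKM (y axis) of 6 cytoskeleton and muscle genes in the control and treated animals (x axis), 1 point per animal, with the mean and SD of each group as bars. The treated animals lie above the controls for LOC102395439, and the groups overlap for DES and MYH11.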

Overall, changed expression of muscle-related genes suggests an impact of green feed on the muscularity of ruminal wall.

## Discussion

The present study aimed to investigate the impact of green forage on the ruminal transcriptional program through RNA-seq, which represents an excellent tool for large scale gene expression studies. Although many different bioinformatic procedures are currently available to analyze RNA-seq data, there is no consensus about which are the most reliable, and the choice of the most appropriate tool is still arduous [22]. For this reason, we approached the identification of DEGs by using two different algorithms, EdgeR and NOISeq, both considered to be robust methods [22, 23].

The EdgeR approach with a nominal *p*-values < 0.05 allowed the identification of 155 DEGs in rumen of treated versus control buffaloes. Conversely, the use of FDR-adjusted *p*-values as significance threshold did not reveal significant DEGs between treated and control groups. We hypothesized that the lack of FDR significant genes might be due to the moderate impact of green feed on gene expression, which might, in turn, be masked by the inter-individual variability of the buffaloes belonging to the same group. It is known that different feed regimens are known to induce large changes in gene expression [1]. However, the aim of our study was to understand if the solely inclusion of green forage would be responsible for differences in rumen gene expression profile, and hence we use two diets isonitrogenous and isoenergetic; therefore, we expect subtle differences between treated and control groups. In support of our hypothesis, we observed that the 155 DEGs identified with a *p*-value < 0.05 had a median absolute log2 fold change of 0.82. In addition, Barton and coworkers [24] showed that most differential expression analysis tools, including EdgeR, have lower performance at lower fold changes, as indicated by their True Positive Rate (TPR). 

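From the deposited FPKM, the median absolute log2 fold change of the 155 DEGs was 0.77 as the difference of mean log2(FPKM + 0.01) and 0.83 as the log2 ratio of the group means. With a pseudocount of 1 in place of 0.01 it was 0.43. The within-group standard deviation of log2 FPKM had a median of 0.55 over the 155 genes, which is above that of all genes tested, and the median standard error of their log2 fold changes was 0.32.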

We may hypothesize that inclusion of 30% of ryegrass green feed in the treated group was not great enough to have considerable impacts on the gene expression. Additional studies performed feeding the animals a diet with a higher proportion of green ryegrass, as well as the use of a greater number of animals, might improve the statistical power, thus emphasizing gene expression changes. However, it has been already observed that an inclusion higher than 30% of high-quality green feed in the diet of dairy cows fed TMR have reduced both the dry matter intake and milk yield [25], and hence would not be practically suitable for breeders.

The lack of FDR significant genes is suggestive of a limitation of our study, which appears statistically underpowered. However, rt-qPCR assay on 12 randomly selected DEGs identified using nominal *p*-values < 0.05, confirmed their differential gene expression observed by RNA-seq experiment and suggests a genuine impact of green feed on gene expression. On the other hand, we cannot rule out the occurrence of false positive and negative DEGs, due to the validation of only a subset of them by rt-qPCR. It is conceivable that validation of additional DEGs identified in our study should further confirm the impact of green diet on the ruminal transcriptional program.

A parallel analysis of differential expression performed using NOISeq software with a prob. ≥0.8 as significance threshold, highlighted 61 DEGs, which dropped to 11 or 1 DEGs, with prob. ≥0.9 or prob. ≥0.95, respectively. Among DEGs identified with NOISeq, only 30 genes showed a differential expression coherent with EdgeR results, 3 of which have prob. ≥0.9, and none had prob. ≥0.95. It is interesting to note that rt-qPCR assay validated the differential expression of randomly selected DEGs identified with both methods (common DEGs), while differential expression of genes highlighted exclusively with NOISeq tool, including the gene with prob. ≥0.95, was not confirmed by this assay.

In summary, in our biological context, results obtained using EdgeR software, although statistically unpowered, seems to be more reliable as compared with those obtained with NOISeq tool, and this agrees with the proposed higher performance of EdgeR in certain experimental conditions [23]. Based on these premises, we considered, for the subsequent analyses, DEGs identified with EdgeR tool, emphasizing those revealed with both approaches.

RNA-seq data, obtained using EdgeR tool, indicated that green forage impacted on the expression of several genes encoding factors implicated in the regulation of biological processes relevant for buffalo welfare, such as those related to cellular response to stress, immune system and inflammation, as well as genes encoding factors involved in rumen functionality, such as muscle structure/function, and energy, lipid, and amino acid metabolism. This evidence suggested an enhancement of rumen activity by green feed and allows to speculate a role of this diet in the production of nutraceutical molecules, whose levels might be enhanced also in milk. It was previously shown that 30% green forage increases the concentration of beneficial biomolecules, including betaine and carnitine, in milk and other dairy products in buffaloes [17, 26]. In the present study, green feed modulated the expression of genes linked to amino acid metabolism, including those related to cysteine/methionine, serine and lysine metabolism. These compounds mitigate oxidative damage in tissues by acting as precursors of anti-oxidant molecules, such as S-adenosylmethionine, hydrogen sulfide (H_2_S), taurine, and glutathione [27]. This aspect is relevant, since betaines, which have a high nutraceutical action, are the methyl donor in the cysteine/methionine pathway that converts methionine to cysteine. In particular, green feed was associated with decreased expression of *CDO1* and *SELENBP1*. Of note, decreased levels of *SELENBP1* has been detected also with NOISeq analysis, and both genes are included in the subset of DEGs randomly validated by rt-qPCR.

*CDO1* encodes the cysteine dioxygenase enzyme that has a key role in the catabolism of cysteine and taurine biosynthesis, thus regulating cysteine intracellular levels and availability [28, 29]. *SELENBP1* encodes an enzyme important for oxidation of methanethiol, a factor linked to the methionine catabolism [30]. Decreased *CDO1* expression in the rat liver was associated with high levels of many amino acids and their metabolites, including betaine [28]. As noted above, green feed increases levels of betaines in buffalo milk [17]. Based on the above findings, we speculate that green feed impacts betaine levels through the regulation of genes implicated in the cysteine/methionine pathway, such as *CDO1* and *SELENBP1*. Moreover, *PEMT,* whose expression is modulated by green feed, transcribes for the phosphatidylethanolamine N-methyltransferase, a rate-limiting enzyme of the biosynthetic pathway of choline, which is the precursor of betaine (trimethyl-glycine). Choline, in turn, participates in homocysteine production [31]. CDO1 over-expression is known to decrease cellular glutathione (GSH) levels by approximately 40% [32], thus *CDO1* down-regulation observed upon green feeding could be responsible for enhanced antioxidant activity. Since SELENBP1 is considered an “H_2_S-producing enzyme”, its reduced levels might be responsible for lower production of H_2_S which is involved in the mitochondrial transport of carnitine/acyl-carnitine [33, 34]. Green feed induced also up-regulation of *LOC102410803* (or *PSAT1)* and *HYKK. PSAT1* encodes a phosphoserine aminotransferase involved in the biosynthesis of serine, a non-essential amino acid implicated in many biological processes and crucial for the formation of glycine, cysteine, and taurine amino acids [35]. *HYKK* encodes hydroxylysine kinase that is involved in the catabolism of lysine [36]. This is related to the metabolism of carnitine since trimethyl-lysine is the main precursor of carnitine [37, 38]. We might speculate that green feed influences carnitine levels [17] by interfering with lysine metabolism.

Among genes implicated in the lipid metabolism there was up-regulation of *HSD17B13*, which encodes the 17-beta-hydroxysteroid dehydrogenase 13 enzyme that is thought to be involved in fatty acid metabolism [39], although this remains controversial. The over-expression of *HSD17B13* was associated with increased lipogenesis and triglyceride levels in the liver of mice [39]. Under-expression of *HSD17B13* in mice leads to increased levels of C16 and C18:1 acyl-carnitine, which suggest a key role of HSD17B13 in β-oxidation of fatty acids through the modulation of their mitochondrial transport [40]. It is possible that the increased expression of *HSD17B13* in buffaloes that received green forage stimulated the β-oxidation of fatty acids, influencing the transport of acyl-carnitine into the mitochondria. Moreover, it is interesting to note that HSD17B13 has also an anti-inflammatory role, since its deficiency triggers hepatic steatosis and inflammation in mice [40].

Green feed seems to impact also on energy metabolism. We found, indeed, with both EdgeR and NOISeq methods of analysis, up-regulation of *ARFGEF3,* encoding the Brefeldin A-inhibited guanine nucleotide-exchange protein 3 (BIG3), a factor that participates to the regulation of systemic glucose homeostasis, through the regulation of insulin and glucagon secretion [41, 42].

Metabolism is well known to fuel cell activities. In ruminants, for instance, amino acid metabolism is of utmost importance, since it generates several effects on animal immunity and production [43]. Our results suggest that green feed exerts a positive impact on immune system, through the modulation of the expression of genes encoding factors implicated in the immune response and inflammation. There was up-regulation of *LOC102408976* (or *IFI27*), *LOC102407663* (or *IFI27L2), TRIM14*, *DUOXA1, DUOX1, IGFBP6*, and *SLURP1* genes. *IFI27* and *IFI27L2* genes encode two factors belonging to the family of interferon-induced proteins, which are involved in both innate immune response [44] and energy metabolism [45]. *TRIM14* encodes a protein belonging to TRIM family, which are also known to promote host defense against virus infections [46]. DUOXA1 is implicated in the maturation/activation of DUOX1 that is, in turn, a NADPH oxidase known to catalyze ROS production and implicated in innate immune defense and antimicrobial function [47]. IGFBP6 is involved in the immune response, with both pro- and anti-inflammatory roles [48], and its expression has been reported to be enhanced following an increase in the fiber/starch ratio in cattle diet [49]. SLURP1 is a nicotinergic peptide known to exert an anti-inflammatory effect in the human intestinal epithelial cells [48]. Notably, up-regulation of *DUOXA1, DUOX1, IGFBP6*, and *SLURP1* has been highlighted also with NOISeq analysis. Furthermore, we found up-regulation of *SIM2* that encodes a factor involved in the anti-microbial response in the gastrointestinal tract by regulating the expression of anti-microbial peptides and defensins [50]. Overall, these data seem to suggest a beneficial role of green feed, by stimulating the immune system and protecting against pathogens.

It is known that the rumen functionality depends on the microbiota composition. The cross-talk between rumen microbiota and innate immune cells in the ruminal epithelium may contribute to the balance of immune tolerance and inflammatory response in the rumen, which is partly dependent on metabolites and, thus, diet [51, 52]. High amount of vaccenic acid, the dietary CLA precursor, were observed in milk of buffaloes receiving green feed [17]. This is of particular interest considering that CLA exerts an anti-inflammatory function in sheep ruminal epithelial cells through the inhibition of pro-inflammatory cytokines production and the regulation of cell proliferation and lipid metabolism, which are potentially related to injury repair and immune response [53]. Accordingly, we found that green feed modulated the expression of many genes with a role in the inflammation. Among the down-regulated genes, we found *LOC112585166* (or *SAAL1*), *ROR2*, *SMOC2,* and *S100A11*, which are associated with pro-inflammatory activity [54–57]. Of note, down-regulation of *serum amyloid A1* (*SAA1)* was observed in rumen papillae of dairy cow fed green forage [58], which underlines the susceptibility of its expression to the diet. On the other hand, *ISL1* gene, whose expression was increased upon green feed administration, is known to negatively regulates the inflammatory response [59]. Additionally, we found up-regulation of *LOC102411389* (or *VNN1*), encoding the enzyme pantethinase, which is involved in the production of pantothenic acid (vitamin B5) and coenzyme A (CoA). *VNN1* has been linked to inflammation, stress response, lipid metabolism and energy production [60, 61]. Of note, *VNN1* gene has been previously reported to be differentially expressed in ruminal epithelium of heifers fed low or high grain diet [62]. Among the above discussed inflammation-related genes, *ROR2*, *SMOC2,* and *VNN1* were differentially expressed also with NOISeq analysis. Altogether, these data allow to hypothesize an anti-inflammatory role of green forage, through the modulation of genes encoding pro- and anti-inflammatory factors.

Cells are continuously exposed to several stressful conditions that could negatively impact on cell metabolism, promote cell and tissue damages and contribute to the onset of several pathologies. Among the main sources of stress there are the oxidative stress, a detrimental condition arising from imbalanced levels of reactive oxygen species (ROS) and antioxidants, and stress conditions caused by excessive heat, cold or UV light. Green feed induced changes in the expression of genes linked to oxidative stress and cellular response to stress. Particularly notable was up-regulation of genes whose products counteract stressful conditions, such as *NUDT18*, *DNAJA4* and *HSF4* genes. *NUDT18* catalyzes the hydrolysis of 8-oxo-dGTP - one of the best characterized DNA damages caused by oxidative stress - to produce the monophosphate form 8-oxo-dGMP (odGMP), which is unusable for DNA synthesis, thus preserving cells from oxidation-mediated mutations [63]; DNAJA4 belongs to the family of heat shock proteins HSP40, which cooperate with HSP70 chaperones to counteract protein misfolding and aggregation in stress conditions [64]; *HSF4* gene encodes a factor that modulates the expression of heat shock proteins under stressful conditions [65] and exerts a protective effect against oxidative stress [66]. These findings suggest that green feed may exert an anti-oxidant function, by positively modulating factors that counteract stressful stimuli. In addition, we found down-regulation of genes encoding factors involved in detoxifying cellular response, such as *LOC102396388* (or *UGT1A9*), coherently deregulated with both EdgeR and NOISeq approaches, *LOC102413340* (or *MRP4/ABCC4*), and *LOC102399021* (or *CYP1A1*), which might arise from the healthy nature of the green feed. Noteworthy, the expression of *HSF4*, *LOC102396388*, *LOC102413340*, and *LOC102399021* has been reported to be modulated by different diet composition [62, 67–69].

Extracellular matrix has a crucial role in proliferation, differentiation, adhesion and inflammation. Many reports underlined a diet-related re-modulation of extracellular matrix [70–72], according with our data, which suggest an impact of green forage on the expression of ECM-related genes. Among them, we found up-regulation of *LAMA1* and *COL4A6* and down-regulation of *LOC102400339* (or *COL1A1*) and *LOC102390617* (or *UGDH*). Of note, *LAMA1*, *LOC102400339*, and *LOC102390617* showed similar deregulation with NOISeq analysis. COL4A6, COL1A1 and LAMA1 are three of the major structural constituents of ECM [73, 74], whereas UGDH is an enzyme involved in the production of glycosaminoglycans and proteoglycans of ECM [75]. These findings allow to speculate that green forage influence the ECM modelling and thus, the establishment of the structure and the function of the cells.

The ruminal wall has an important role in nutrient uptake and represents a barrier against pathogens and mechanical injuries [76]. Buffaloes that received green feed showed changes in the expression of many genes encoding factors associated with muscle structure and function. Of particular interest is the increased expression of *KCNK10, CACNG4,* and *ATP2B4* genes, encoding factors that modulate the homeostasis of Ca^2+^ [77–80], a second messenger important for muscle contraction and differentiation, which allows to suppose that green feed might stimulate the ruminal muscular function. Furthermore, green feed modulated, with a different direction, genes encoding structural components of the cytoskeleton, such as *MYH11, DES,* and *LOC102397197 (*or *TUBA1D)*, and factors promoting its assembling, such as *TPPP*, *TPPP3*, thus suggesting an impact of this diet on muscular structure. *LOC102397197* and *TPPP3* genes resulted differentially expressed also using NOISeq tool. Interestingly, *DES* expression was previously shown to be modulated by diet [81].

## Conclusions

Although the low statistical power of our study suggests a limitation of this work and point out the need of additional investigations, we provide, for the first time, a broad overview of the different biological processes that seems to be influenced by a green feed diet in buffalo rumen epithelium. Taking advantage of a transcriptomic approach, we deepened our understanding on the response of ruminal metabolism, activity, and physiology to different diet regimens. This work adds a piece of knowledge on the potential effects of the diet on molecular processes linked to the animal welfare and production of nutraceutical molecules. This study provides clues for future research on ruminants, and novel aspects that should be considered in addition to rumen fermentation, such as immune activity and oxidative response, for the setup of feeding strategy focused to enhance animal welfare and production. Our findings will pave the way for the optimization of novel strategies based on the precision feeding system, respectful of the ethologic and physiologic needing of the animals. However, additional studies are needed to further confirm the impact of green forage on ruminal transcriptional program, possibly through the validation of additional DEGs here identified and the increase of sample size. Moreover, further omics investigations, including methylomic studies, might allow to decipher the molecular impact of green feed at multiple layers.

## Materials and methods

### Animals, dietary treatment, and ruminal tissue collection

All experimental procedures were performed according to the European Directive 2010/63/EU and the Italian Legislative Decree No. 26 dated 4th March 2014 and received institutional approval from the Ethical Animal Care and Use Committee of the University of Naples “Federico II” (Protocol No. 25532–2022). The study was carried out over 60 days at a commercial buffalo dairy in southern Italy, by using Italian Mediterranean dairy buffaloes (n 12; 8.2 ± 0.6 years old), for which the slaughter was already scheduled. The animals were maintained in pens with a concrete floor and were milked twice daily in the morning and afternoon and had undergone a 14-day adaptation period before beginning the trial. Buffaloes were randomly assigned to two equal groups (Control and Treated) according to parity (5.2 ± 0.4 vs 5.3 ± 0.7 in treated vs control group, respectively; *P* > 0.05, two-tailed Student’s t-test), and average milk production (6.0 ± 0.7 vs 6.8 ± 0.7 kg/day in treated vs control group, respectively; P > 0.05, two-tailed Student’s t-test), whose values were recorded in the 10 days before commencement of the study. The diet of control buffaloes was a total mixed ration (TMR) whilst treated buffaloes received TMR + green feed which comprised ryegrass (approximately 30% of the diet, Table 5).

The forage was just ryegrass at the re-blossoming stage cut twice a day to avoid any fermentation and immediately put in the mixing wagon, with no storage and administered to animals. The forage to concentrates ratio of control buffaloes was 56:44 and that of treated buffaloes was 69:31. The two diets were isonitrogenous and isoenergetic and differed only in the inclusion of green feed in treated buffaloes (Table 5). Animals were fed twice daily: in the morning and in the evening. Refusals were recorded and then removed. Animals were euthanized all together by penetrating captive bolt, according to the AVMA Guidelines for the Humane Slaughter of Animals, following procedures approved by the Ethical Animal Care and Use Committee of the University of Naples “Federico II”. Ruminal wall biopsies were collected, then, they were immediately washed with cold PBS, and stored at − 80 °C before RNA extraction.

**Table 5:** Feed and chemical composition of the buffalo diets without (Control) or with (Treated) 30% green ryegrass

Item	Control buffaloes	Treated buffaloes
*Component*	*Amount (kg of feed)*	
Ryegrass	–	25
Corn silage	18	13
Alfalfa hay	5	1
Soybean meal (48%)	1.6	–
Concentrate	4.4	4
Corn meal	1	1.8
Hydrogenated fats	0.3	0.3
Calcium Carbonate	0.1	–
Salt 1:3	0.1	0.1
Vitamins	0.1	–
*Composition (% dry matter intake)*		
Dry matter	16.5	16.6
Crude protein	14.7	14.7
Fat	6.0	7.0
NDF	36.8	36.8
ADF	21.2	19.5
NSC	33.8	34.7
Starch	18.8	18.8
Ash	8.8	6.8
Calcium	0.9	1
Phosphorus	0.4	0.4
MFU	0.93	0.93

*NDF* Neutral detergent fiber, *ADF* Acid detergent fiber, *NSC* Non-structural carbohydrates, *MFU* Milk forage units

### Isolation of total RNA from ruminal wall

Total RNA was isolated from 100 to 200 mg of frozen ruminal wall tissue of 12 dairy buffaloes, of which 6 were fed a TMR (control group) and 6 received TMR + green feed (treated group). RNA was extracted using the EuroGold TriFast (EuroClone, Pero, Milano, Italy) reagent, according to the manufacturer’s instructions. Tissue samples were homogenized in 1 ml of TriFast reagent by using TissueLyser (Qiagen, Hilden, Germany), then, RNA samples were treated with Turbo DNA-freeTM kit (Ambion, Austin, TX, USA) to remove genomic DNA contaminant, according to the manufacturer’s instructions. The quality and the quantity of RNA samples were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples with an RNA integrity number (RIN) greater than 7.0 were used for library construction. RNA samples were stored at − 80 °C until further processing.

### RNA-seq library preparation and sequencing

RNA-seq library preparation and sequencing were carried out at Macrogen (Seoul, Korea). Briefly, the RNA-seq libraries were prepared using TruSeq Stranded Total RNA Sample Prep kit (Illumina, San Diego, CA) according to the manufacturer’s recommendations, using 1 μg of total RNA as input. Starting RNA samples and final RNA libraries were quantified by using the Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and quality tested by Agilent 2100 Bioanalyzer RNA Nano assay (Agilent technologies, Santa Clara, CA). Libraries were then processed with Illumina cBot for cluster generation on the flow cell, following the manufacturer’s instructions and sequenced (paired end sequencing, 150 bp, 30 M reads per sample) at the multiplexing level requested on NovaSeq6000 (Illumina, San Diego, CA). The CASAVA 1.8.2 version of the Illumina pipeline was used to process raw data for both format conversion and de-multiplexing.

### RNA-seq reads processing and mapping

Bioinformatic analysis were carried out by Sequentia Biotech (Barcelona, Spain). The quality of raw RNA-seq reads was assessed with the software FastQC v0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapters and low-quality bases were then removed using Trimmomatic v0.39 setting a minimum base quality of 25, minimum length of 35 bp and leaving the other options as default [82]. Trimmed reads were then aligned to the buffalo genome (*Bubalus bubalis*, version UOA_WB_1 from NCBI) with STAR aligner v2.5.2b [83] using default parameters. Read summarization to produce gene counts matrix was performed with featureCounts v2.0.0 [84] with the following parameters: -Q 30 -s 2 -p.

### Identification of differentially expressed genes

Differential expression analysis was carried out using two approaches. With the first one, lowly expressed genes and those showing high variability were filtered out using the HTSFilter R package [85] using the TMM normalization [86], which selected a threshold of 41.64 TMM. Sample clustering was assessed performing a Principal Component Analysis (PCA) on the TMM normalized values after the HTSFilter step. Differentially expressed genes were detected using EdgeR [87] by nominal *p*-value < 0.05. With the second approach, lowly expressed genes were filtered out using NOISeq [88] setting a threshold of 1 CPM, then the ARSyN correction was applied on the log2 TMM normalized values using the same package, in order to reduce experimental noise. Finally, the NOISeq function was used to perform the statistical function assigning a probability of differential expression to each gene. Genes showing a probability value higher than or equal to 0.8, 0.9 and 0.95 were considered for further analyses.

### Functional analysis

The differentially expressed genes were split into up- and down-regulated genes and then a Gene Ontology Enrichment Analysis was performed on each list using an in-house developed script based on the methods used by the AgriGOv2 algorithm [89]. Significantly Enriched Gene Ontology terms were identified applying an FDR (*p*-value adjusted by Benjamini-Hochberg correction) filter of 0.05 [90].

### Reverse-transcription quantitative PCR (RT-qPCR) validation of selected DEGs

To validate RNA-seq results, DEGs were randomly selected and analyzed by reverse-transcription qPCR (rt-qPCR). cDNA was obtained by reverse transcription of 500 ng of total RNA using the SuperScript II First-Strand Synthesis system (Life Technologies, Carlsbad, CA, USA), following the manufacturer’s instructions. The obtained cDNA was, then, amplified by qPCR with SsoAdvance Universal SYBR Green supermix (Bio-Rad, Hercules, CA, USA) on a CFX Opus Real-Time PCR system (Bio-Rad), according to the manufacturer’s protocols. 

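ACTB, the gene for β-actin, had 643.7 ± 148.8 FPKM (SD, n = 6) in the control group and 617.9 ± 170.3 FPKM (SD, n = 6) in the treated group, with medians of 671.2 and 675.4 FPKM. The two-sided exact rank-sum test on FPKM gave p = 0.818, and the exact permutation test of mean log2 FPKM gave p = 0.667. On the TMM scale the exact rank-sum test gave p = 0.699. The rank-sum value on FPKM is below the p-value that the paper gives for its Wilcoxon test on FPKM, and the reason for the difference was not tested. The log2 fold change was -0.08 with a standard error of 0.24. In both groups, replicate 6 lay far below the other animals, at 370.2 FPKM in the control group and at 289.0 FPKM in the treated group.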

The 2^-ΔΔCq^ method was used to determine the relative quantitative levels, and the data were normalized with respect to the expression of β-actin, which showed a similar distribution of FPKM values with no statistically significant difference between the two experimental groups (Wilcoxon Test, *p* = 0.96; data not shown). List of primer sequences used in this study is reported in the Additional file 5: Table S5.

## Supplementary Information

**Additional file 1: Table S1.** Summary of the mapping information for each sample. CTRL: Control buffaloes; TREAT: Treated buffaloes.

**Additional file 2: Table S2.** List of genes expressed in rumen of treated and control dairy buffaloes.

**Additional file 3: Table S3.** List of DEGs identified with EdgeR and NOISeq analysis in treated buffaloes in comparison with control animals.

**Additional file 4: Table S4.** List of GO terms significantly enriched in genes up-regulated and down-regulated in treated buffaloes in comparison with control animals.

**Additional file 5: Table S5.** List of primers used in rt-qPCR experiments.

## Data Availability

The RNA-sequencing dataset supporting the conclusions of this article is available in the GEO repository (accession number GSE207815).

## Abbreviations

*ABCC4*: Multidrug resistance-associated protein 4-like
*ACSS3*: Acyl-CoA synthetase short-chain family member 3
*ARFGEF3*: Brefeldin A-inhibited guanine nucleotide-exchange protein 3 Family Member 3
*ATP2B4*: ATPase plasma membrane Ca^2+^ transporting 4
BIG3: Brefeldin A-inhibited guanine nucleotide-exchange protein 3
*BMP6*: Bone morphogenetic protein 6
*C1R*: Complement component 1 subcomponent R
*CACNG4*: Calcium voltage-gated channel auxiliary subunit gamma 4
*CDO1*: Cysteine Dioxygenase Type 1
CLA: Conjugated linoleic acid
*COL1A1*: Collagen alpha-1(I) chain
*COL4A6*: Collagen type IV alpha 6 chain
*Cox7C*: Cytochrome C oxidase subunit 7C
*CYP1A1*: Cytochrome P450 1A1
DEGs: Differentially expressed genes
*DES*: Desmin
*DNAJA4*: DnaJ heat shock protein family member A4
*DUOX1*: Dual oxidase 1
*DUOXA1*: Dual oxidase maturation factor 1 isoform X2
ECM: Extracellular matrix
*FCER2*: Low affinity immunoglobulin epsilon Fc receptor
*FHL1*: Four and a half LIM domains 1
*FRAS1*: Fraser extracellular matrix complex subunit 1
GO: Gene ontology
GOEA: Gene ontology enrichment analysis
H_2_S: Hydrogen sulfide
*GSTA1*: Glutathione S-transferase A1
*HSD17B13*: 17-beta-hydroxysteroid dehydrogenase 13
*HSF4*: Heat Shock Transcription Factor 4
Hsp40: Heat Shock Protein 40
*HSP90B1*: Heat Shock Protein 90 Beta Family Member 1
*HYKK*: Hydroxylysine Kinase
*IFI27*: Interferon Alpha Inducible Protein 27
IFI27L2: Interferon alpha-inducible protein 27-like protein 2
*IFI44L*: Interferon-induced protein 44-like
*IGFBP6*: Insulin-like growth factor-binding protein 6
*IL6ST*: Interleukin 6 cytokine family signal transducer
*ISL1*: ISL LIM homeobox 1
*ITGA2*: Integrin subunit alpha 2
*ITGA8*: Integrin alpha-8
*KCNK10*: Potassium two pore domain channel subfamily K member
*LAMA1*: Laminin Subunit Alpha-1
*LEF1*: Lymphoid Enhancer Binding Factor 1
*LIFR*: *Leukemia inhibitory factor receptor*
*LRP2*: Low-density lipoprotein receptor-related protein 2
*MLST8*: MTOR associated protein, LST8 homolog
*MRP4/ABCC4*: ATP Binding Cassette Subfamily C Member 4
*MUC15*: Mucin-15
*MYH11*: Myosin heavy chain 11
*NDEL1*: Nuclear distribution protein nudE homolog 1-like
*NUDT18*: Nudix hydrolase 18
odGMP: 8-oxo-dGMP
*OR51E1*: Olfactory receptor 51E1
*PEMT*: Phosphatidylethanolamine N-Methyltransferase
*PNLDC1*: Poly(A)-specific ribonuclease PNLDC1
*PSAT1*: Phosphoserine aminotransferase 1
RNA-seq: RNA sequencing
*ROR2*: Tyrosine-protein kinase transmembrane receptor
ROS: Reactive oxygen species
rt-qPCR: Reverse-transcription quantitative PCR
*S100A11*: S100 calcium binding protein A11
*SAA1*: Serum Amyloid A1
*SAAL1*: *Serum amyloid A protein-like*
SAM: S-adenosyl methionine
SCFAs: Short-chain fatty acids
*SELENBP1*: Selenium Binding Protein 1
*SIM2*: Single-minded homolog 2 protein
*SLURP1*: *Secreted LY6/PLAUR Domain Containing 1*
*SMOC2*: SPARC-related modular calcium-binding protein 2
*SOCS2*: Suppressor of cytokine signaling 2
*SYNPO2*: Synaptopodin-2
*TCF7*: Transcription factor 7
*TCN1*: *Transcobalamin-1*
*TENM3*: Teneurin-3
*TSKS*: Testis-specific serine kinase substrate
TMM: Trimmed Mean of M values
TMR: Total mixed ration
*TNXB*: Tenascin XB
*TPPP*: Tubulin polymerization promoting protein
*TPPP3*: Tubulin polymerization promoting protein family member 3
TPR: True Positive Rate
*TRIM14*: Tripartite motif containing 14
*TTPA*: Alpha tocopherol transfer protein
*TUBA1D*: Tubulin Alpha 1d
*UGT1A9*: UDP Glucuronosyltransferase Family 1 Member A9
*VNN1*: Vanin 1
*WFDC18*: WAP four-disulfide core domain protein 18-like
*WTIP*: Wilms tumor protein 1-interacting protein

How the deposited data were processed for this re-analysis (not part of the article)

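The ruminal wall of 12 dairy buffaloes was sampled at slaughter after a trial of 60 days. The control group of 6 animals received TMR, and the treated group of 6 animals received TMR with green ryegrass as 30% of the diet. Each animal gave 1 library of total RNA, and no samples were pooled. The rt-qPCR measurements were not analysed here.

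The authors trimmed the reads with Trimmomatic 0.39 at a minimum base quality of 25 and a minimum length of 35 bp, aligned them with STAR 2.5.2b to UOA_WB_1 and counted them per gene with featureCounts 2.0.0 at a minimum mapping quality of 30, taking the strand into account. The authors deposited FPKM values, scaled by gene length and by the counted fragments of each animal. The paper's text does not name the tool or the gene lengths behind the FPKM. No filter on genes was applied to the deposited table, in which 11065 of 34037 genes are at 0 in all 12 animals. The table holds 16 columns, of which 12 were matched to the animals by the sample labels. The remaining 4 columns have no sample description and were not used here.

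Within each gene the FPKM of the animals are whole multiples of the value of 1 read, so that the number of reads behind every value could be worked out with the help of the TMM values of Table S2. These reads were used for the paper's threshold on normalized reads, for the lowest values that can be told from 0 and for the NOISeq comparison. The counted fragments per animal, between 10531541 and 12948372, set the precision. A gene with 3 reads or fewer in an animal was treated as being at the floor, and folds against a group at the floor are given as lower bounds.

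The tests were run with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance with mean expression) on log2(FPKM + 0.01), with Benjamini-Hochberg adjustment over all genes tested. The main comparison was run on FPKM, the deposited unit, and not with a count model. The reads worked out from the FPKM were used in voom, which was chosen after seeing the data. The 12642 genes with at least 41.64 TMM-scaled reads in at least 1 animal were tested, which is the threshold that the paper gives for HTSFilter. Of these, 6 had a mean below 0.1 FPKM. For single genes, a two-sided exact permutation test of the mean log2 FPKM over all 924 assignments of the animals was used, for which the smallest possible p-value is 0.00216. The sample labels number the animals of each group from 1 to 6, and the same number stands for different animals in both groups. The columns of the deposited table number control replicate 6 and the treated animals differently, and the block rests on the numbers of the labels. The paper describes a random assignment to the groups and no pairs of animals, so that the block is not part of its design. It was among the alternatives set beforehand, and same-numbered animals were then seen to deviate together in these same data. Results with the replicate number as a block in limma are therefore given beside those without it and do not replace them.

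The NOISeq comparison was repeated with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, since NOISeq itself was not available. It covered genes with a group mean above 1 CPM, on the TMM scale, with 0.5 in place of zeros. Residual components with a variance above 2 times that of the average component were removed beforehand, as ARSyN does. Its probabilities are therefore not the output of the NOISeq package. Figures were drawn with matplotlib 3.10.9.

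The genes named in the text were set by a rule before the data were examined. They are every gene that the paper's results text, Tables 1 to 4 or the rt-qPCR experiment names, the genes of Table S3 with an absolute log2 fold change above 3, and the 10 genes with the smallest limma p-values. Genes outside this rule, such as STK3, MEDAG, CTSC, GSDMC, LY75 and LOC102394865, were chosen after their values were seen.

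The alternatives set before the data were examined were pseudocounts of 0.1 and 1, all genes above 0, genes with at least 0.1 FPKM in at least 6 animals, the TMM scale of Table S2, scaling by the median ratio to the geometric mean, robust empirical Bayes, an exact rank-sum test per gene, the log2 ratio of the group means, the replicate number as a block, a score of smooth muscle and fibroblast genes as a covariate, and each animal left out in turn. For the rank-sum test, the effect is the difference of the group medians of log2 FPKM. For NOISeq they were no removal of components, no filter, 0.05 in place of zeros, and CPM without TMM. Chosen after seeing the data were voom on the reads worked out from the FPKM and the removal of 2, 3, 4 or 5 residual components.

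The methods were tested on simulated data of 6 animals against 6. With no gene changed, 5.27% of 12642 genes had a nominal limma p-value below 0.05 and 0 had an adjusted p-value below 0.05. Of 100 genes changed by a log2 of 1, 91% had a nominal and 58% an adjusted p-value below 0.05. Of 100 genes changed by a log2 of 2, these shares were 98% and 83%, while 7 of 12442 unchanged genes had an adjusted p-value below 0.05. The NOISeq comparison reached a probability of at least 0.8 for 33.0% of genes changed by a log2 of 1 and 58.6% of those changed by a log2 of 2, and for 20 of 12421 unchanged genes. Positions of genes were taken from the annotation of NDDB_SH_1, not from that of UOA_WB_1, to which the authors aligned. In NDDB_SH_1, 28666 of the 34037 genes of the table were found by their identifier.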

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

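An animal was taken as far from its group when the gap between it and the nearest of the other 5 animals made up more of the group's range than Dixon's critical value for 6 samples allows. This held in 24 of the 206 groups of 6 animals that were examined, where chance gives 10.3. Control replicate 6 and treated replicate 6 stood apart 5 times each, control replicate 2 did 4 times and treated replicate 1 did 3 times. The test of the ribosomal protein L9 genes was set before its result was seen, although LOC102394865, which it uses, was chosen after its values were seen. The diet parts the groups and not the animals within a group, so that no biological explanation was tested for any of these values.

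Replicate 6 of both groups had the lowest ACTB in its group, with a log2 FPKM of 8.53 in the control group, where the others ranged from 9.27 to 9.65, and of 8.17 in the treated group, where the others ranged from 9.22 to 9.54. Control replicate 6 was also the lowest control for BMP6 (log2 FPKM of -0.76, with 1.05 to 2.09 in the others), DNAJA4 (0.93, with 1.79 to 2.31 in the others), LOC102397197 (3.05, with 4.22 to 4.90 in the others) and HSD17B13 (-6.64, which stands for 0 reads, with -1.62 to -0.72 in the others). Treated replicate 6 was the lowest treated animal for COL4A6 (log2 FPKM of 2.28, with 2.92 to 3.29 in the others) and TPPP (1.60, with 2.93 to 3.28 in the others), and the highest for CSTA (6.46, with 2.39 to 3.16 in the others).

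Treated replicate 6 also had the most counted fragments of the treated group, 12730099, against 11855372 to 12068112 in the others, while control replicate 6 had the fewest of the control group, 10531541. Depth differed in opposite ways in these animals although ACTB was lowest in both, which goes against a difference of depth as the reason.

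In genes with few reads, single animals carried most of the signal. MYO18B had a log2 FPKM of 1.04 in control replicate 2, against -6.64 to -4.12 in the other controls, and LOC102399222 had 2.18 in the same animal, against -6.64 to -4.67 in the other controls. In treated replicate 1, the values of -5.39 for MYO18B and -4.65 for LOC102399222 stand for 2 and 3 reads, and the other treated animals were at 0, so that these last values are at the floor and show no difference. SIM2 was at -1.38 in control replicate 2, against -4.78 to -3.93 in the other controls, where it stands for 13 reads against 1 or 2. ITGA8 was at -5.52 in treated replicate 1, from 1 read, against -1.85 to 0.15 in the other treated animals. ZNF618 was at -2.47 in treated replicate 2, against -4.03 to -3.50 in the others.

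Genes with many reads also showed single animals apart from the rest. LOC112583793 had 0 reads in control replicate 2, a log2 FPKM of -6.64, against 4.27 to 7.01 in the other controls, whose reads ranged from 125 to 882. LOC112580184 was at -1.45 in treated replicate 4, against 2.90 to 4.34 in the others, and LOC102389855 was at 4.93 in treated replicate 3, against 1.19 to 2.16 in the others. LOC102407663 was at 0.70 in control replicate 5, against 2.37 to 3.11 in the others. LOC102410803 was at 4.58 in control replicate 4, against 5.03 to 5.22 in the others, and MLST8 at 1.79 in control replicate 1, against 1.16 to 1.38 in the others. A variant of an animal against the reference, or reads shared between similar genes, was not tested for these genes, so that the values cannot be told apart from either.

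LOC112585098, named 60S ribosomal protein L9, had a log2 FPKM of 8.56 in treated replicate 4, against -2.05 to -0.29 in the other treated animals. If reads had moved to it from another gene of that name, the other gene would be lower where LOC112585098 is higher. Over the 12 animals, the log2 FPKM of LOC112585098 and LOC102394865 had a Pearson r of 0.524 (permutation p = 0.112) and a Spearman rho of 0.161 (permutation p = 0.622). Without the 2 animals farthest from the median, r was -0.30, so that the positive r rests on those animals. Since 1 animal carries the signal, these values cannot be told apart from such a move. RPL9, which the table also holds, was not tested, nor was a variant of that animal.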

How the results depend on the processing

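The number of genes with a nominal limma p-value below 0.05 was 157. Across the 12 fits that each left out 1 animal it ranged from 142, without treated replicate 3, to 325, without treated replicate 6. It was 562 with all genes above 0 (of 22972 genes), 301 with genes of at least 0.1 FPKM in at least 6 animals (of 16450 genes), 322 with the replicate number as a block and 349 with the stromal score as a covariate. With the TMM scale, the median-ratio scale, pseudocounts of 0.1 and 1, robust empirical Bayes, the exact rank-sum test and voom, the last chosen after seeing the data, it ranged from 144 to 182. In all of these the observed number was lower than 5% of the genes tested, 632.1 for the 12642 genes, which chance gives. For the exact rank-sum test chance gives fewer, since its p-values move in steps and the largest below 0.05 is 0.0411. By that test 1.44% of the genes were below 0.05. The reason for the higher numbers with other filters or with the stromal score was not tested.

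No setting gave a gene with an adjusted p-value below 0.05. The smallest adjusted p-value was 0.9997 and ranged from 0.156 with all genes above 0 to 1.0 across the alternatives. Of the 157 genes, from 91 to 124 also had a nominal p-value below 0.05 in the fits that each left out 1 animal, 146 did with the block and 106 did with the stromal score. More genes were higher than lower in the treated group in most settings. The exceptions were all genes above 0, with 271 higher and 291 lower, and the fits without treated replicate 4, with 80 higher and 98 lower, and without treated replicate 5, with 95 higher and 99 lower.

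Of the paper's 155 DEGs, 100 had a nominal p-value below 0.05, and from 78 to 97 did in the fits that each left out 1 animal. Under the other alternatives the number ranged from 79, with the stromal score or the rank-sum test, to 106, with the TMM scale or the block. All 155 kept their direction except that the number was 154 without control replicate 4, treated replicate 4 or treated replicate 6 and 152 with the difference of medians, and that 149 of 149 genes were left with the filter at 0.1 FPKM. Their median absolute log2 fold change ranged from 0.72 to 0.80 in the fits that left out 1 animal, and it was 0.43 with a pseudocount of 1.

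The repeated NOISeq comparison gave 11 genes. It gave 4 genes without removal of residual components, 3 without a filter and from 10 to 19 across the 12 comparisons that each left out 1 animal. Without the filter no component passed the limit for removal, so that this setting also lacks the removal, as does the one without treated replicate 6, which gave 13 genes. With 2, 3, 4 and 5 components removed, settings chosen after seeing the data, it gave 24, 40, 66 and 88 genes. The cause was not tested. It gave 11 genes with 0.05 in place of zeros and 11 with CPM without TMM.

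Of the 95 genes named in the text, 52 had a nominal limma p-value below 0.05, and 31 of the 95 had one in all 12 fits that each left out 1 animal. The direction reversed for 2 genes. The log2 fold change of CSTA was 0.49, ranged from -0.11 without treated replicate 6 to 0.70 without treated replicate 1, and was -0.078 as the difference of medians. That of LOC112585098 was 1.12, ranged from -0.46 without treated replicate 4 to 1.66 without treated replicate 1, and was -0.32 as the difference of medians. In both genes 1 animal held more than 50% of the reads. With the block, 9 named genes were also past the nominal threshold and none was lost. With the stromal score 16 were lost and 8 gained, with the rank-sum test 14 were lost and 3 gained, and with the log2 ratio of the group means 11 were lost and 6 gained. Under the other alternatives that kept all animals at most 4 genes were gained and at most 4 lost. The filter at 0.1 FPKM left 89 of the 95 genes in the test.

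Depth limits 11 of the 155 DEGs, which had 3 reads or fewer in at least 3 animals. For MYO18B and LOC102399222 all treated animals were at the floor of 3 reads. The difference of the group means is a lower bound of 16.8-fold and 25.2-fold, respectively, and rests on control replicate 2 in both genes. The choice of pseudocount moves the log2 fold change of such genes, which for MKRN3 was 1.72 with 0.01 and 0.67 with 0.1.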

Differences from the paper's values

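The paper reports 61 DEGs for NOISeq, 26 of them higher and 35 lower in the treated group, and 11 DEGs with a probability of at least 0.9. The repeated comparison gave 11 genes, 6 higher and 5 lower, and 4 genes with a probability of at least 0.9. The paper gives 30 DEGs common to EdgeR and NOISeq, against 5 here. None of the alternatives set before the data were examined closed these gaps. With 4 and 5 residual components removed, which were chosen after seeing the values, 66 and 88 genes were called, within 1.5 times the paper's number.

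A log2 fold change was taken as differing from the paper's when the values were more than 1 standard error apart or, for a gene with 3 reads or fewer in at least 1 animal, when one was more than 1.5 times the other.

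For the log2 fold change of MKRN3 the paper gives 2.84, against 1.72 here. The log2 ratio of the group means, 2.32, and the fits without control replicate 1 (2.14) or without treated replicate 2 (2.24), 3 (1.94) or 5 (1.94) did not differ, and the other alternatives did. Of these, the fit without control replicate 3 (1.82) and the difference of medians (1.80) were within the standard error of 1.06. The log2 fold change of CSTA is 1.37 in the paper and was 0.49 here. The log2 ratio of the group means, 1.30, and the stromal score as a covariate, 0.96, did not differ, and the other alternatives did. The paper's log2 fold change of LRP2 is -3.13, against -2.03 here. The difference of medians, -3.13, the log2 ratio of the group means, -2.50, and the fits without control replicate 2 (-2.38), 3 (-2.59) or 4 (-2.15) or without treated replicate 4 (-2.35) or 5 (-2.33) did not differ, and the other alternatives did.

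For the log2 fold change of LOC112585098 the paper gives 6.18, against 1.12 here, and for the log2 fold change of LOC102399222 it gives -6.95, against -1.63 here. For both genes the log2 ratio of the group means, 6.21 and -5.68, was the only alternative that did not differ. The log2 fold change of LOC102393295 is 3.19 in the paper and was 1.84 here. The log2 ratio of the group means, 3.16, the stromal score as a covariate, 2.25, and the fit without treated replicate 3, 2.37, did not differ, and the other alternatives did. The paper's log2 fold change of MYO18B is -6.81, against -1.81 here. The nearest of the alternatives set before the data were examined was the log2 ratio of the group means with -4.88. For MYO18B and LOC102399222 all treated animals were at the floor of 3 reads. The difference of their group means is therefore known only as a lower bound, a log2 of at least 4.07 and 4.66, respectively. Of the 6 controls, 4 for MYO18B and 5 for LOC102399222 were at 3 reads or fewer as well. Control replicate 2 alone carries both differences, so that they do not show a decrease in the group. The paper's values lie beyond these bounds, so that the data do not speak against them as ratios of group means. For the log2 fold change of LOC112583793 the paper gives 1.37 in NOISeq, against 3.02 here. These values are within the standard error of 1.86 and differ by the limit of 1.5 times, since control replicate 2 had 0 reads. The log2 ratio of the group means, 1.02, and a pseudocount of 1, 1.90, did not differ, and the other alternatives did. Among these, the fit without control replicate 2, 0.89, and the difference of medians, 0.89, were nearer to the paper's value than the 1.90. In the repeated NOISeq comparison this gene had a log2 fold change of 1.40. Counting both genes at the floor, 8 of the 64 log2 fold changes of the paper that were compared differed by the rule given above.

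Of the paper's 155 EdgeR DEGs, 55 did not have a nominal limma p-value below 0.05, and 45 of these had one under at least 1 alternative. The number was 11 with the replicate number as a block, 9 with the stromal score, 6 with the TMM scale, 6 with voom, which was chosen after seeing the data, 5 with the median-ratio scale, 4 with the rank-sum test, 3 with a pseudocount of 1, 2 with a pseudocount of 0.1, 1 with all genes above 0, 1 with robust empirical Bayes, and from 4 to 13 with 1 animal left out. Of the paper's 61 NOISeq DEGs, 54 were not called in the repeated comparison, and 28 of these were under at least 1 alternative. With 2, 3, 4 and 5 residual components removed, chosen after seeing the data, 5, 12, 21 and 25 of them were called. With CPM without TMM 1 was, and from 1 to 5 were with 1 animal left out.

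The paper places LOC112583793 above all other genes by its probability, and places TPPP3 and WTIP in the next class. In the repeated comparison LOC112585098, which the paper does not list for NOISeq, had the highest probability, 0.952, and LOC112583793 had 0.916, TPPP3 had 0.804 and WTIP had 0.805. The paper states that more genes were lower than higher in the treated group in NOISeq, whereas 6 were higher and 5 lower here. More were lower without control replicate 2 (4 higher and 8 lower) and without treated replicate 1 (8 and 11), 4 (4 and 6) or 6 (6 and 7). With 2, 3, 4 and 5 residual components removed, chosen after seeing the values, more were lower as well (9 and 15, 15 and 25, 26 and 40, and 38 and 50).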

Other observations

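The tests that compare the numbers of genes with those of other splits, the test of the number of genes against the pairs parted, the interferon test, the tests of the numbering and of the column numbers, the test of the enrichment p-values and the test of the share of higher genes were chosen after the result was seen.

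All 32 splits of the 12 animals into 6 and 6 that part each same-numbered pair, the real one included, were fitted together with others drawn at random, 100 splits in all. Of the 32, 27 gave at least as many genes with a nominal limma p-value below 0.05 as the real split, with a median of 216 genes and a range from 137 to 607. In the repeated NOISeq comparison, 25 of the 32 gave at least as many genes, with a median of 15 and a range from 7 to 41. Neither number of genes is thus larger than what other groupings of the same animals give. The other splits leave some same-numbered pairs in the same group and gave more genes, with a median of 370 when 4 pairs were parted and of 541 when 2 were, and 901 and 1319 when none was. Of all 100 splits, 3 gave genes with an adjusted limma p-value below 0.05, at most 460. Without removal of residual components, 26 of the 32 splits gave at least 4 genes in the NOISeq comparison.

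Of the paper's 155 DEGs, 100 had a nominal limma p-value below 0.05 in the real split, which was as many as in 1 of the 32 splits, the real one itself, with a median of 7 and a highest value of 44 in the others. Since the list was called on the same split, this cannot show whether the grouping by diet matters.

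Fewer genes had a nominal p-value below 0.05 than the 5% that chance gives, in the real split and in most others. In simulated data with no gene changed, 5.27% of the genes did, which goes against limma being too strict with 6 animals against 6. Simulated genes with a log2 change of 1 were called in 91 of 100 cases. Over the 100 splits, the number of genes fell with the number of same-numbered pairs parted, with a Spearman rho of -0.534. Animals that deviate together with those of the same number and are set apart by the comparison may therefore account for part of the low number. It was 322 with the replicate number as a block, still below the 632.1 that chance gives. Content of stroma and muscle that is shared by many genes was tested as another explanation. Over the 100 splits, the number of genes and the difference in stromal score had a Spearman rho of 0.245, which leaves this explanation open. The first component of log2 FPKM held 26.9% of the variance, had a Pearson r of 0.66 with the stromal score and did not part the diets (exact permutation p = 0.747). The animals farthest along it were control replicate 6, at 0.465, and treated replicate 6, at 0.680. Control replicate 3, with the highest stromal score, 1.10, was at 0.0978, so that this component is not the stromal score alone.

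DES and MYH11 were lower in treated animals, as were all 5 tested smooth muscle markers other than these, with a median log2 fold change of -0.69. The score of these 5 markers did not differ beyond the spread between animals (two-sided exact permutation p = 0.177). Over the 12 animals, DES and MYH11 followed it, with a Pearson r of 0.779 (permutation p = 0.0029) and a Spearman rho of 0.692 (permutation p = 0.0163), and with an r of 0.576 without the 2 animals farthest from the median. With the stromal score as a covariate, the log2 fold change of DES went from -1.04 to -0.61 and that of MYH11 from -0.78 to -0.38, and neither had a nominal limma p-value below 0.05. Both genes are part of that score, so that this shift is in part fixed in advance. Less smooth muscle in the treated samples may lower DES and MYH11 as well as the diet may, and these explanations cannot be told apart with these data. Of the 100 DEGs past the nominal threshold, 30 were lost with this covariate, 70 were kept and 9 were gained. The DEGs lost did not correlate more with the score than those kept, with a median absolute r of 0.213 against 0.272 (one-sided permutation p = 0.911). A gene that follows the score can be kept as well as lost, so that this leaves open whether the tissue content is the reason for the loss.

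IFI44L, LOC102408976 and LOC102407663 were higher in treated animals. The score of the 11 other listed interferon-response genes that were above 0 did not differ between the groups (difference 0.113, two-sided exact permutation p = 0.816), and 8 of the 11 were higher. Of the 11 genes, 4 reached the threshold for the test. Within the controls the score ran from -1.60 to 1.42. With such a spread, the lack of a difference leaves open whether a general interferon response differs between the diets. Over the 12 animals, LOC102408976 and the score had a Pearson r of 0.320 (permutation p = 0.314) and a Spearman rho of 0.378 (permutation p = 0.226), and r was 0.628 without the 2 animals farthest from the median. Within the treated animals r was 0.972 (exact permutation p = 0.0069) and rho 0.943 (exact permutation p = 0.0167), with an r of 0.592 without the 2 farthest animals. Within the controls r was -0.222 (exact permutation p = 0.703) and rho -0.543 (exact permutation p = 0.297), with an r of -0.697 without the 2 farthest animals. For LOC102407663 over the 12 animals, r was 0.215 (permutation p = 0.505), rho 0.105 (permutation p = 0.750), and r -0.0252 without the 2 farthest animals. Within the treated animals its r was -0.135 (exact permutation p = 0.679) and rho -0.257 (exact permutation p = 0.658), with an r of -0.969 without the 2 farthest animals, and within the controls r was 0.674 (exact permutation p = 0.199) and rho 0.429 (exact permutation p = 0.419), with an r of 0.801 without the 2 farthest animals. A response in some of the treated animals is left open for LOC102408976.

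Of the 155 DEGs, 137 could be placed on NDDB_SH_1, and 4 pairs of them were neighbours among the 12071 tested genes that could be placed. They were DUOXA1 with DUOX1, LOC102408976 with LOC102408665, LOC102408665 with LOC102407663, and LOC102406359 with LOC102395439. All 4 pairs changed the same way and 0 overlapped. Among 10000 random lists matched on expression, a share of 0.0789 had at least as many pairs, with a median of 1 and a highest number of 7. Chance placement thus remains an explanation for the number of pairs. LOC102406359 and LOC102395439 carry the same name, and LOC102408976 and LOC102407663, both neighbours of LOC102408665, have similar names. The random lists do not take names into account, so that these pairs may not be independent DEGs.

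Same-numbered control and treated animals deviated together from their group means, with a mean correlation of 0.213. Of the 720 ways to number the treated animals, 5 gave a mean as high (exact p = 0.0069), which goes against chance numbering. After the stromal score was fitted out, the mean correlation was 0.126. This remainder was not tested, and a score of 16 genes may not hold all of the tissue content. How much of the correlation the tissue content accounts for is therefore left open. The columns of the deposited table number control replicate 6 and the treated animals differently, and by those numbers 4 controls share a number with a treated animal, and 0 of these pairs share a number in the labels. Their mean correlation was 0.0346, and 123 of the 360 ways to assign treated animals to these controls gave one as high. The paper states that all animals were slaughtered together, and its text names no order or batch of the later steps, so that a step shared by same-numbered animals was not tested. Replicate 6 of each group had the lowest ACTB of its group.

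All 431 p-values of the paper's enrichment in Table S4 equalled the hypergeometric probability of more genes than observed, and 0 equalled that of at least as many. For a term with 1 gene in the list, this is the probability of 2 or more. Of the 431 terms, 370 rest on 1 gene. With the probability of at least as many genes, 125 terms had an unadjusted p-value below 0.05, 52 for up-regulated and 73 for down-regulated genes.

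Of the 157 genes with a nominal p-value below 0.05, 63.7% were higher in the treated group, and 59.4% of 155 were on the median-ratio scale, which leaves open whether a small offset of scale contributes. The scale moved the median log2 fold change of all tested genes from 0.0053 to 0.0008. The 10 genes with the most fragments held similar shares in both groups.

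The 4 columns of the deposited table without a sample description were not analysed.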
